# Spermidine restricts neonatal inflammation via metabolic shaping of polymorphonuclear myeloid-derived suppressor cells

**DOI:** 10.1172/JCI183559

**Published:** 2025-04-01

**Authors:** Jiale Chen, Lin Zhu, Zhaohai Cui, Yuxin Zhang, Ran Jia, Dongmei Zhou, Bo Hu, Wei Zhong, Jin Xu, Lijuan Zhang, Pan Zhou, Wenyi Mi, Haitao Wang, Zhi Yao, Ying Yu, Qiang Liu, Jie Zhou

**Keywords:** Immunology, Metabolism, Innate immunity, Polyamines

## Abstract

Newborns exhibit a heightened vulnerability to inflammatory disorders due to their underdeveloped immune system, yet the underlying mechanisms remain poorly understood. Here we report that plasma spermidine is correlated with the maturity of human newborns and reduced risk of inflammation. Administration of spermidine led to the remission of neonatal inflammation in mice. Mechanistic studies revealed that spermidine enhanced the generation of polymorphonuclear myeloid-derived suppressor cells (PMN-MDSCs) via downstream eIF5A hypusination. Genetic deficiency or pharmacological inhibition of deoxyhypusine synthase (DHPS), a key enzyme of hypusinated eIF5A (eIF5A^Hyp^), diminished the immunosuppressive activity of PMN-MDSCs, leading to aggravated neonatal inflammation. The eIF5A^Hyp^ pathway was found to enhance the immunosuppressive function via histone acetylation–mediated epigenetic transcription of immunosuppressive signatures in PMN-MDSCs. These findings demonstrate the spermidine-eIF5A^Hyp^ metabolic axis as a master switch to restrict neonatal inflammation.

## Abstract 2

Spermidine restrains neonatal inflammation via eIF5A hypusination-mediated functional reprogramming of PMN-MDSCs.

## Introduction

Neonatal mortality accounts for 47% of all deaths in children under the age of 5 years worldwide (1). A substantial portion of these deaths result from complications associated with preterm birth, particularly involving inflammatory diseases such as sepsis, necrotizing enterocolitis (NEC), and pneumonia (1, 2). The increased morbidity and mortality rates of inflammatory disorders in neonates are largely attributed to the immaturity of the postnatal immune system (3).

During early infancy, the maturation of the neonatal immune system is shaped by intrinsic developmental processes, as well as by external factors such as microbes, nutrients, and metabolites (4–6). Compared with adults, neonates exhibit greater immunotolerance, which leads to decreased efficiency of pathogen elimination and a reduction in the risk of excessive inflammation in response to microbiota colonization (3). Perturbation of neonatal immunity results in increased inflammation and tissue injury, such as NEC and sepsis, in infants (7–9). Although it has been suggested that feto-maternal tolerance or maternal-derived factors continue to influence the neonatal immune system after birth, the precise mechanisms underlying this immunotolerance in neonates have not been extensively studied (3, 10). The presence of specialized regulatory immune cells during the perinatal period is crucial for preserving immunotolerance in early life (11–14). We recently demonstrated that the transient appearance of regulatory myeloid cells, which are known as myeloid-derived suppressor cells (MDSCs), represents a mechanism contributing to this age-dependent immunotolerance in early infancy (7–9). Investigations into the fundamental mechanisms of neonatal immunotolerance may provide potential therapeutic approaches for neonatal inflammation.

After the cessation of nutrient supply from the cord blood at birth, infants must rely on the gastrointestinal system to obtain energy and nutrition in order to support the substantial requirements for growth, thermoregulation, and organ maturation during early infancy (4). This phenomenon has prompted inquiries into the manner in which the maturing immune system reacts to alterations in nutritional intake via metabolic adjustments, as well as the impact of cellular metabolism on the functionality of immune cells in neonates, and strategies for regulating metabolic pathways to promote immunotolerance and mitigate neonatal inflammation. The exploration of these inquiries may offer potential therapeutic approaches for managing neonatal inflammatory conditions.

Polyamines, including putrescine, spermidine, and spermine, play broad roles in health and in a variety of diseases (15). The levels of spermidine, which is the best-characterized polyamine, decrease with age, and its supplementation can improve or delay age-related pathologies (15). Spermidine has diverse protective effects on health, such as antiinflammatory and antioxidant effects, mitochondrial enhancement, and the induction of cytoprotective autophagy (15). Human breast milk and other mammal milks contain polyamines, which serve as crucial factors for luminal growth and maturation of the immune system (16, 17). However, the exact role of spermidine in neonatal health remains to be elucidated. In this study, compared with adults, newborns demonstrated a significant elevation in spermidine, which was correlated with a reduced risk of inflammation in human newborns. Spermidine was shown to enhance the immunosuppressive function of polymorphonuclear myeloid-derived suppressor cells (PMN-MDSCs) via eIF5A hypusination–mediated mitochondrial-epigenetic interactions. Supplementation with spermidine or spermidine-generated PMN-MDSCs demonstrated efficacy in the remission of neonatal inflammation. These observations reveal a previously unrecognized role of spermidine metabolism in the control of neonatal inflammation.

## Results

### Plasma spermidine is correlated with a reduced risk of neonatal inflammation in humans.

To evaluate the potential role of polyamines in postnatal immunity, the concentrations of plasma polyamines in human infants and adult controls were determined by ultra-performance liquid chromatography–tandem mass spectrometry (UPLC-MS/MS). Results revealed that the levels of polyamines, including spermidine, putrescine, and spermine, were significantly elevated in infants compared with adults (Figure 1A and Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI183559DS1). Similar observations were obtained in neonatal mice (Supplemental Figure 1A). We subsequently enrolled human newborns within 2 days of birth and followed them for 1 month to evaluate the clinical significance of polyamines in newborns (Figure 1B and Supplemental Table 2). Results showed that the levels of spermidine and spermine at birth were positively correlated with gestational age and birth weight (Figure 1, C and D, and Supplemental Figure 1, B and C), the clinical parameters reflecting infant maturity. Importantly, negative correlations were observed between plasma spermidine and the inflammation biomarker C-reactive protein, as well as the intestinal barrier function biomarker intestinal fatty acid–binding protein 2 (I-FABP2), at birth (Figure 1, E and F, and Supplemental Figure 1, D and E). These observations indicate that polyamine metabolism is associated with the maturation of human newborns at the early postnatal stage.

Infants are highly susceptible to inflammatory disorders, particularly those born prematurely or with low birth weights (18). Therefore, it is crucial to predict inflammation before its clinical manifestation. To assess the significance of plasma polyamines at birth in predicting future susceptibility to inflammation, the enrolled infants were divided into 2 groups based on the presence of subsequent inflammatory disorders (such as pneumonia, urinary tract infection, sepsis, NEC, etc.) within 1 month of follow-up: the inflammation group and the non-inflammation group. Results revealed that infants from the inflammation group exhibited lower levels of spermidine at birth than those from the non-inflammation group (Figure 1G and Supplemental Figure 1F), suggesting that spermidine levels at birth may reflect the susceptibility to neonatal inflammation. Furthermore, compared with age-matched full-term infants, NEC patients and preterm infants exhibited lower levels of spermidine (Figure 1H, Supplemental Figure 1G, and Supplemental Table 1). These findings indicate a potential role of polyamine metabolism in neonatal inflammation.

### Spermidine attenuates neonatal inflammation.

To examine the potential impact of spermidine on neonatal inflammation, spermidine was administered intraperitoneally to 4-day-old mice during the course of NEC induction (Figure 2A and Supplemental Figure 2A). Results showed that spermidine administration significantly ameliorated the severity of NEC, as represented by an improved survival rate (Figure 2B), reduced intestinal damage, and decreased histological scores (Figure 2C). Meanwhile, the expression of proinflammatory genes (*Il1b* and *Tnfa*) in intestines was downregulated and that of an antiinflammatory gene (*Il10*) was upregulated following spermidine treatment (Figure 2D). Additionally, there was a reduction in bacterial abundance within the intestinal wall (Figure 2E). Furthermore, spermidine-treated NEC pups exhibited a decreased proportion of type 17 helper T cells (Th17) and an increased proportion of regulatory T cells (Tregs) compared with the control group (Supplemental Figure 2B). Oral administration of spermidine via gavage also significantly reduced the severity of NEC (Supplemental Figure 2, C–G). We also evaluated the post-treatment effect of spermidine on NEC. After the completion of the NEC induction procedure, spermidine was administered to the affected mice. Results indicated that the post-treatment administration of spermidine exhibited comparable therapeutic effects on NEC (Supplemental Figure 2, H–L). In addition, spermidine did not influence the total amount of bacteria in intestines under steady-state conditions (Supplemental Figure 2M). These observations demonstrate that spermidine administration causes remission of NEC.

To determine whether the protective effect of spermidine is systematic, a lipopolysaccharide-induced (LPS-induced) neonatal endotoxemia model was established (Figure 2F and Supplemental Figure 2A). In line with the observations from the NEC model, the mortality of endotoxemic pups was significantly reduced following spermidine administration (Figure 2G). The mitigation of inflammation was further evidenced by diminished tissue damage (Figure 2H), as well as downregulation of proinflammatory genes (*Il1b* and *Tnfa*) and upregulation of the antiinflammatory gene *Il10* (Figure 2I) in multiple organs. This protective effect was further confirmed when spermidine was administered after endotoxemia was completed (Supplemental Figure 2, N–Q). These results collectively demonstrate that spermidine systematically mitigates neonatal inflammation.

### Polyamine metabolism is enriched in neonatal myeloid cells.

To explore the potential role of spermidine in neonatal immunity, we next evaluated the correlations between polyamines and the frequencies of immune cells in human newborns. Results revealed that the concentrations of plasma spermidine were positively correlated with the absolute cell counts of neutrophils, but not with other types of immune cells (Supplemental Figure 3, A–D). These observations suggest that polyamine metabolism may affect the biological function of neonatal neutrophils. We subsequently analyzed the single-cell RNA sequencing data of human neutrophils (19). A total of 5 clusters of neutrophils were identified. The immunosuppressive score was highest in cluster 2 (C2) (Supplemental Figure 3E), based on the MDSC signature genes. The COMPASS algorithm was used to examine the correlation between polyamine metabolism and neutrophil functionality; the Recon 2 metabolic models were used for metabolic activities (20). The genes encoding enzymes related to polyamine metabolism were annotated within the urea cycle pathway in this model. Results indicated a positive correlation between the activity of polyamine metabolism and the immunosuppressive score of neutrophils (Supplemental Figure 3F). These observations further indicate the potential role of polyamines in the functionality of immunosuppressive neutrophils in neonates.

We next profiled the expression of key enzymes involved in polyamine metabolism, including ornithine decarboxylase 1 (ODC1) and its downstream deoxyhypusine synthase (DHPS) (Figure 3A). Flow cytometric analysis revealed that PMN-MDSCs from healthy infants exhibited markedly higher levels of ODC1 and DHPS (Figure 3, B and C) than did those from infants with inflammation or neutrophils from healthy adults. DHPS facilitates the conversion of eukaryotic translation initiation factor 5A (eIF5A) into physiologically active hypusinated eIF5A (eIF5A^Hyp^), with the ratio of eIF5A^Hyp^ to eIF5A serving as an indicator of the hypusination rate. Consistent with the upregulation of DHPS, the levels of eIF5A^Hyp^, as well as the ratio of eIF5A^Hyp^ to eIF5A, were elevated in PMN-MDSCs from healthy infants (Figure 3D and Supplemental Figure 3, G and H). The elevation of ODC1 and eIF5A^Hyp^ in PMN-MDSCs from healthy infants was further confirmed via immunofluorescence staining (Figure 3E).

In line with the observations from humans, polyamine metabolism was also active in myeloid cells from neonatal mice. Transcriptional profiling revealed substantial upregulation of genes related to polyamine metabolism (*Odc1*, *Srm*, and *Sms*) and polyamine transporters (*Slc3a2*, *Slc18b1*, and *Slc22a3*) in neonatal PMN-MDSCs (CD11b^+^Ly6C^lo/–^Ly6G^+^ cells) compared with the corresponding neutrophils from adult mice (Figure 3F). Flow cytometric analysis (Figure 3G) and immunofluorescence staining (Figure 3H) further confirmed the upregulation of ODC1 in neonatal PMN-MDSCs. In accordance with the upregulation of these key enzymes, the concentrations of putrescine and spermidine were substantially higher in neonatal PMN-MDSCs than in the corresponding neutrophils from adult controls, as determined by UPLC-MS/MS (Figure 3I). Taken together, these observations suggest that polyamine metabolism may play a role in the functionality of PMN-MDSCs during early infancy.

### Polyamine-eIF5A^Hyp^ enhances the immunosuppressive activity of PMN-MDSCs in neonates.

To evaluate the effect of polyamines on the immunosuppressive function of neonatal PMN-MDSCs, the ODC1 inhibitor α-difluoromethylornithine (DFMO) was used in MDSC–T cell coculture experiments (Figure 4, A and B). Results showed that DFMO pretreatment almost completely abolished the immunosuppressive function of PMN-MDSCs against antigen-specific T cells (Figure 4C). As expected, DFMO reduced the levels of eIF5A^Hyp^ (Figure 4D). The abundance of eIF5A^Hyp^ in neonatal PMN-MDSCs was further confirmed by immunofluorescence staining (Figure 4E). Interestingly, the levels of eIF5A^Hyp^ and the hypusination rate (eIF5A^Hyp^/eIF5A) in PMN-MDSCs were age dependent, peaked at postnatal day 7, and declined thereafter (Figure 4, F and G, and Supplemental Figure 4A). This finding is highly similar to the dynamic appearance of the suppressive activity of PMN-MDSCs in neonates, as we have previously reported (7). The administration of the DHPS inhibitor GC7 effectively eliminated the immunosuppressive activity of PMN-MDSCs, regardless of the presence or absence of spermidine (Figure 4H). In addition, spermidine increased the frequency of PMN-MDSCs and enhanced their immunosuppressive function in vivo (Supplemental Figure 4, B and C). PMN-MDSCs treated with spermidine also exhibited increased bacterial-killing capability (Supplemental Figure 4D). These observations indicate that spermidine enhances the protective functions of PMN-MDSCs in neonates.

For further confirmation, mice with myeloid-specific depletion of *Dhps* (*Dhps^ΔLysm^*) were generated by crossing of *Dhps^fl/fl^* strains with *Lysm^cre^* strains. Although the proportion of PMN-MDSCs was slightly affected after genetic ablation of *Dhps* (Supplemental Figure 4E), the immunosuppressive function of PMN-MDSCs was significantly impaired in *Dhps^ΔLysm^* pups compared with *Dhps^fl/fl^* littermates (Figure 4I). 

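Bulk RNA sequencing, which measures transcript levels averaged over all the cells of a sample, was performed on PMN-MDSCs isolated from the spleens of pups on postnatal day 7. The data consist of 4 libraries, 2 from *Dhps ΔLysm* pups and 2 from *Dhps fl/fl* pups. *Dhps* encodes deoxyhypusine synthase, and in *Dhps ΔLysm* mice the floxed gene is deleted by a Cre recombinase expressed from the *Lysm* (*Lyz2*) locus in myeloid cells. The authors filtered the reads with Cutadapt, aligned them to the mouse genome with HISAT2, and used StringTie and ballgown to calculate the FPKM of each gene, a measure of its fragments scaled by transcript length and by the mapped reads of the library, rounded to 2 decimals. The paper's text does not name the genome build or the annotation for these libraries, or whether strand was used. Of the genes listed, 1677 were at 0 in all 4 libraries. The FPKM summed to 314419 and 319286 in the *Dhps ΔLysm* libraries and to 315556 and 304281 in the *Dhps fl/fl* libraries, and between 10611 and 10729 genes reached 1 FPKM in a library. FPKM carry no read counts, but the lowest values of short single-exon genes were spaced in steps that gave approximate depths of 32100000 and 31100000 mapped fragments for *Dhps ΔLysm* and 30800000 and 29900000 for *Dhps fl/fl*. Between 39.1% and 41.6% of these low values lay near a whole step, where chance gives 30%, so whole reads could not be recovered. Across the 10629 genes with a mean of at least 1 FPKM, which are not independent replicates, the 2 *Dhps ΔLysm* libraries had a Pearson r of 0.987 and the 2 *Dhps fl/fl* libraries 0.979, and pairs from different genotypes had between 0.978 and 0.983.

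The targeted gene *Dhps* (ENSMUSG00000060038) lies on chromosome 8 of GRCm38 from 85071757 to 85075162 in the GENCODE M21 annotation. It was at 2.38 and 2.59 FPKM in *Dhps ΔLysm* replicates 1 and 2 and at 3.57 and 3.11 FPKM in *Dhps fl/fl* replicates 1 and 2, so it was detected in every library. The *Dhps ΔLysm* mean was 74.4% of the *Dhps fl/fl* mean. Its log2 fold change was -0.41 (standard error 0.13, adjusted p = 0.63 from limma with Benjamini-Hochberg adjustment). Of the exon bases of *Dhps*, 5.5% overlap *Wdr83* on the opposite strand, so some reads of the one gene could be counted for the other. The paper's text does not state which exons of *Dhps* are floxed. FPKM of the whole gene also count reads from exons left after deletion, so the 74.4% does not measure how completely *Dhps* was deleted. Genotypes were compared with limma on log2(FPKM + 0.1), with a mean-variance trend, over the 17948 genes with a mean of at least 0.1 FPKM. Fold changes on this scale understate the changes of genes with low FPKM. An exact permutation test of 2 libraries against 2 cannot give a p below 0.33, whereas limma shares the spread across genes. With an adjusted p under 0.05, 1 gene differed, the gene model *Gm20716*, whose 5288 exon bases all lie within exons of *Adnp* and *Dpm1*. An unadjusted p under 0.05 was found for 1257 genes, 847 higher and 410 lower in *Dhps ΔLysm*, where chance alone gives about 897. The choice of threshold moved the number of genes most, to 424 with an unadjusted p under 0.05 and at least a 2-fold change, and with a pseudocount of 0.01 the number with an adjusted p under 0.05 was 0.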

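*Ptgs2* (ENSMUSG00000032487), which encodes cyclooxygenase-2, lies on chromosome 1 of GRCm38 from 150100031 to 150108227. It was at 0.56 ± 0.057 FPKM (SD, n = 2 libraries) in *Dhps ΔLysm* PMN-MDSCs and 1.095 ± 0.36 FPKM (SD, n = 2) in *Dhps fl/fl* PMN-MDSCs. Its log2 fold change was -0.83 (standard error 0.29, adjusted p = 0.67 from limma), and it was -0.51 without *Dhps fl/fl* replicate 1. *Trem1* (ENSMUSG00000042265; chromosome 17, 48232768 to 48246924), a receptor of myeloid cells, was the most abundant of these genes, at 51.7 ± 1.9 FPKM (SD, n = 2) in *Dhps ΔLysm* and 63.8 ± 6.8 FPKM (SD, n = 2) in *Dhps fl/fl*. Its log2 fold change was -0.30 (standard error 0.09, adjusted p = 0.62 from limma), and it was -0.19 without *Dhps fl/fl* replicate 1. *Atf3* (ENSMUSG00000026628; chromosome 1, 191170296 to 191218039), a transcription factor gene, was at 1.14 ± 0.099 FPKM (SD, n = 2) in *Dhps ΔLysm* and 1.47 ± 0.18 FPKM (SD, n = 2) in *Dhps fl/fl*. Its log2 fold change was -0.33 (standard error 0.18, adjusted p = 0.78 from limma), and without *Dhps fl/fl* replicate 2 it was -0.22. *Arg1* (ENSMUSG00000019987; chromosome 10, 24915221 to 24927484), which encodes arginase 1, had the lowest level. It was at 0.08 FPKM in both *Dhps ΔLysm* libraries and at 0.16 and 0.12 FPKM in *Dhps fl/fl* replicates 1 and 2. At the estimated depths these values stand for about 7 fragments in the 2 *Dhps ΔLysm* libraries together and 13 in the 2 *Dhps fl/fl* libraries, a difference within counting error (exact binomial test, two-sided p = 0.18, which compares these libraries and covers counting error only). The log2 fold change of *Arg1* was -0.41 (standard error 0.41, adjusted p = 0.87 from limma) and moved between -0.72 with a pseudocount of 0.01 and -0.08 with a pseudocount of 1. Each of the 4 genes was lower in both *Dhps ΔLysm* libraries than in both *Dhps fl/fl* libraries, a separation in one direction or the other that chance gives for 33.3% of genes and that 36.0% of all genes tested showed. None of the 4 passed an adjusted p of 0.05 over all genes tested under any alternative.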

Bulk RNA sequencing analysis revealed that PMN-MDSCs from *Dhps^ΔLysm^* pups expressed lower levels of immunosuppressive genes (*Arg1*, *Ptgs2*, *Atf3*, *Trem1*, etc.) than those from *Dhps^fl/fl^* littermates (Figure 4J). Consistently, *Dhps^ΔLysm^* PMN-MDSCs exhibited lower levels of arginase 1 (ARG1) (Figure 4K) and reduced cellular prostaglandin E_2_ (PGE_2_) production (Figure 4L), both of which are key immunosuppressive mediators of PMN-MDSCs. GC7 administration also impaired the immunosuppressive function of PMN-MDSCs from human infants (Supplemental Figure 4, F and G). These findings underscore the critical role of the spermidine-eIF5A^Hyp^ axis in the immunosuppressive function of neonatal PMN-MDSCs.

### eIF5A^Hyp^ maintains the mitochondrial function of neonatal PMN-MDSCs by modulating the translation of NFU1.

Hypusination of eIF5A regulates the translation of mRNAs that are implicated in various biological processes (21–23). We subsequently evaluated the proteomic profile of PMN-MDSCs treated with GC7 or vehicle via liquid chromatography coupled to tandem mass spectrometry (LC-MS/MS). Results revealed that a total of 77 proteins were downregulated and 74 proteins were upregulated after GC7 treatment (Figure 5A). Notably, the expression of immunosuppression-related proteins, such as S100A9, LCN2, and MMP8, was downregulated by GC7 (Figure 5A). Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis and gene set enrichment analysis showed that the citrate cycle (TCA cycle) was the most significantly altered pathway (Figure 5B and Supplemental Figure 5A). Subsequent analysis of the targeted metabolomics via high-performance liquid chromatography (HPLC)–MS/MS further confirmed a significant reduction in intermediate metabolites from the TCA cycle, including citrate, aconitate, isocitrate, and succinate, in PMN-MDSCs upon GC7 treatment (Figure 5C). These observations suggest that inhibition of DHPS compromises the mitochondrial function of PMN-MDSCs.

Further flow cytometry analysis confirmed that PMN-MDSCs from *Dhps^ΔLysm^* pups exhibited a decreased mitochondrial membrane potential (Figure 5D) and a lower oxygen consumption rate, as measured by the Seahorse assay (Figure 5E). These deficiencies were mitigated by supplementation of succinate (Figure 5, D and E). In line with these observations, spermidine significantly enhanced the basal and maximal mitochondrial respiration of PMN-MDSCs, which was abolished by GC7 coadministration (Supplemental Figure 5B). Similar observations were obtained in neonatal PMN-MDSCs from humans (Supplemental Figure 5C). Importantly, coadministration of the mitochondrial metabolites citrate and succinate efficiently rescued the diminished function of PMN-MDSCs caused by the genetic ablation of *Dhps* (Figure 5F) or GC7 (Supplemental Figure 5D). Considering that CD11b^+^Ly6C^lo/–^Ly6G^+^ cells sorted by flow cytometry may capture both polymorphonuclear cells and PMN-MDSCs, density gradient separation was performed followed by gating of CD11b^+^Ly6C^lo/–^Ly6G^+^ cells, to purify PMN-MDSCs (Supplemental Figure 5E). Consistent results were obtained under both GC7 treatment (Supplemental Figure 5F) and genetic ablation of *Dhps* (Supplemental Figure 5G).

The downstream events of polyamine metabolism involve the hypusination of eIF5A, which facilitates translation elongation by enhancing peptide bond formation in specific peptide sequences, such as polyproline sequences (24). Thus, we propose that eIF5A^Hyp^ regulates the translation of certain mitochondrial protein(s) that contain polyproline sequences. Among the differentially expressed mitochondrial proteins that were identified via proteomic profiling (Figure 5A), NFU1 (iron-sulfur cluster scaffold) is a potential target for translational regulation by hypusine based on the presence of polyproline sequences. After being translated in the cytoplasm, NFU1 is transported to the mitochondria, where it functions as a carrier of iron-sulfur clusters, thus aiding in the transfer of 4Fe-4S clusters to respiratory chain complexes I and II, and lipoyl synthase. This mechanism plays a crucial role in regulating the electron transport chain, as well as the functions of pyruvate dehydrogenase (PDH) and α-ketoglutarate dehydrogenase (KGDH), thus ultimately impacting oxidative phosphorylation and the TCA cycle (Supplemental Figure 5H) (25, 26). The downregulation of NFU1 protein expression by GC7 was confirmed by flow cytometry (Supplemental Figure 5I), although no change in its mRNA level was detected (Supplemental Figure 5J). This finding raises the possibility that the regulation of NFU1 by GC7 may occur at the protein level. The polyproline sequence of NFU1 (whether wild type or mutant) was then inserted into a plasmid with DsRed/GFP tags. The translation of the inserted sequence was subsequently evaluated in NIH 3T3 cells via the DsRed/GFP ratio in the presence or absence of GC7 treatment (Figure 5G). The results indicated that the translation of the polyproline sequence was decreased following GC7 treatment, whereas the mutation of polyproline to polyalanine abolished this effect (Figure 5H), suggesting that eIF5A^Hyp^ is necessary for the efficient translation of the polyproline motif of NFU1. Random and positive sequences were evaluated in parallel (Figure 5, G and H). These findings provide evidence that NFU1 is a direct target of eIF5A^Hyp^.

Next, Nfu1 expression was knocked down via lentivirus transduction of shRNA when bone marrow cells were cultured to induce the differentiation of MDSCs in vitro. The downregulation of NFU1 was confirmed via quantitative real-time PCR and flow cytometry (Supplemental Figure 5, K and L). The immunosuppressive activity of PMN-MDSCs was significantly compromised in the Nfu1-shRNA–transduced group, and the administration of GC7 failed to display noticeable effects after Nfu1 knockdown (Figure 5I). Additionally, the levels of ARG1 expression and PGE_2_ production in PMN-MDSCs, as well as mitochondrial potential of PMN-MDSCs, exhibited consistent changes (Supplemental Figure 5, M–O). These observations suggest that eIF5A^Hyp^-mediated NFU1 translation contributes to the mitochondrial function and subsequent immunosuppressive activity of neonatal PMN-MDSCs.

### Histone acetylation–mediated epigenetic regulation contributes to the effect of eIF5A^Hyp^ on PMN-MDSCs.

We next explored the downstream events of rewired mitochondrial function induced by the polyamine-eIF5A^Hyp^ axis. Mitochondria-derived intermediate metabolites are important for epigenetic gene regulation (27). Citrate is converted to acetyl-coenzyme A (acetyl-CoA) by ATP citrate lyase following its export from the mitochondria, thereby serving as a substrate for histone acetylation–mediated epigenetic regulation or fatty acid synthesis (Figure 6A) (28). The amount of cellular acetyl-CoA in PMN-MDSCs was significantly reduced after the genetic ablation of *Dhps* (Figure 6B) or GC7 treatment (Supplemental Figure 6A). The administration of the histone acetylation inhibitor C646 effectively diminished the immunosuppressive function of PMN-MDSCs, whereas the fatty acid synthesis inhibitor TOFA displayed a minimal effect (Figure 6C). Additionally, the level of histone H3 lysine 27 acetylation (H3K27ac) in PMN-MDSCs was reduced via the genetic ablation of *Dhps* or GC7, which was rescued by the coadministration of acetate (Figure 6D and Supplemental Figure 6B). Moreover, acetate administration restored the diminished immunosuppressive activity caused by the genetic ablation of *Dhps* or GC7 (Figure 6E and Supplemental Figure 6C). These findings suggest that histone acetylation is the primary downstream pathway for acetyl-CoA utilization in PMN-MDSCs.

Subsequently, H3K27ac binding profiling in PMN-MDSCs in response to GC7 treatment was evaluated via CUT&Tag assay. The results revealed substantial alterations in the global levels of H3K27ac in PMN-MDSCs treated with GC7 (Figure 6F). A total of 5,326 peaks decreased, whereas 1,871 peaks increased, following GC7 treatment (Supplemental Figure 6D). Notably, the enrichment of H3K27ac was primarily observed at promoter regions, which was dramatically diminished by GC7 treatment (Figure 6G). Pathway enrichment analysis revealed a significant downregulation of signaling pathways associated with immunosuppressive activity, including MAPK signaling, NF-κB signaling, HIF-1 signaling, and the TCA cycle, following treatment with GC7 (Figure 6H). Furthermore, GC7 treatment resulted in decreased levels of H3K27ac in immunosuppressive genes such as *S100a8*, *S100a9*, *Stat6*, *Cd84*, *Tgfb1*, *Ptges*, *Atf3*, etc. (Figure 6I and Supplemental Figure 6E). These findings suggest that the impact of eIF5A^Hyp^ on PMN-MDSCs is mediated by histone acetylation–driven epigenetic processes. More specifically, metabolites derived from the TCA cycle promote histone acetylation, thereby facilitating the epigenetic control of genes linked to immunosuppression. This axis plays an important role in the immunosuppressive activity of PMN-MDSCs in neonates (Figure 6J).

### Spermidine attenuates neonatal inflammation through eIF5A^Hyp^ in PMN-MDSCs.

We investigated the role of eIF5A hypusination–mediated PMN-MDSCs in the therapeutic efficacy of spermidine in neonatal inflammation. Neonatal PMN-MDSCs were exposed to spermidine to augment their immunosuppressive activity, and then transferred into neonatal mice during the course of NEC induction (Figure 7A). PMN-MDSCs exposed to spermidine exhibited enhanced therapeutic efficacy in mitigating the severity of NEC, as evidenced by increased survival rates, decreased intestinal inflammation, reduced expression of proinflammatory genes (*Il1b* and *Tnfa*), upregulated expression of an antiinflammatory gene (*Il10*), and decreased bacterial abundance in the intestinal wall (Figure 7, B–E). Furthermore, the transfer of spermidine-treated PMN-MDSCs after NEC induction also caused the remission of NEC (Supplemental Figure 7, A–E). Given the importance of the spermidine-eIF5A^Hyp^ metabolic axis in modulating the immunosuppressive activities of PMN-MDSCs, we postulated that spermidine may mitigate inflammation through the hypusination of eIF5A. *Dhps^ΔLysm^* pups and *Dhps^fl/fl^* littermates were supplemented with spermidine during NEC induction (Figure 7F). In accordance with the impaired function of PMN-MDSCs, *Dhps^ΔLysm^* pups exhibited exacerbated severity of NEC compared with *Dhps^fl/fl^* controls, which was characterized by decreased survival rates, heightened intestinal inflammation, elevated expression of proinflammatory genes (*Il1b* and *Tnfa*), downregulated expression of an antiinflammatory gene (*Il10*), and increased bacterial abundance in the intestinal wall (Figure 7, G–J). Nevertheless, the administration of spermidine led to notable alleviation of NEC symptoms in *Dhps^fl/fl^* littermates, but not in *Dhps^ΔLysm^* pups (Figure 7, G–J). These findings suggest that the amelioration of neonatal inflammation by spermidine is dependent on the eIF5A^Hyp^ metabolic axis in myeloid cells.

## Discussion

This study demonstrates the role of polyamines in modulating the immunosuppressive activity of PMN-MDSCs and underscores the potential therapeutic significance of spermidine in managing neonatal inflammation. Spermidine governs the translation of NFU1, a critical determinant of mitochondrial function, which elicits a metabolic-epigenetic network in neonatal PMN-MDSCs.

Polyamines provide numerous health benefits and can be acquired through the intestinal microbiota, dietary intake, and cellular metabolism (15). Breast milk contains abundant polyamines, with levels peaking during the first week postpartum, followed by a gradual decline throughout lactation (29). In addition, maternal consumption of polyamine-rich foods, such as vegetables and fruits, was linked to increased polyamine levels in breast milk (30). Polyamines in breast milk may affect gut development and the immune system in early infancy, whereas the specific role of polyamines in neonates is not fully understood (17). After birth, neonates transit from the sterile intrauterine environment to the microorganism-rich extrauterine environment. During this critical early postnatal period, the immune system of newborns is not fully developed, rendering them more susceptible to inflammation as a result of microbial colonization or pathogen invasion (3). In contrast, adults have a fully developed immune system that is adapted to coexist with microbiota and effectively defend against potential pathogens. We have previously demonstrated that neonatal MDSCs display strong immunosuppressive function, as well as antibacterial function, which contribute to the control of inflammation in early life (7, 8). In this study, we demonstrate that the elevation of polyamines in newborns represents a protective mechanism that mitigates potential inflammation following exposure to substantial quantities of microorganisms immediately after birth, in which PMN-MDSCs participate.

Polyamines have been shown to have diverse immunoregulatory effects on different types of immune cells. Polyamines play a role in the differentiation of T cells through epigenetic modifications, and regulate autophagy in plasma B cells (23, 31). Moreover, supplementation with spermidine has been shown to enhance the antitumor activity of CD8^+^ T cells by improving mitochondrial function (32). In myeloid cells, polyamines promote M2 macrophage polarization and enhance the antimicrobial ability of macrophages (22, 33). Miska et al. reported that inhibition of the synthesis of polyamines could reduce the population of immunosuppressive tumor-associated myeloid cells and enhance the antitumor response by decreasing the intracellular pH (34). This study reveals that polyamines play a role in maintaining the immunosuppressive properties of neonatal PMN-MDSCs through a mitochondria-mediated metabolic-epigenetic network. We highlight the importance of polyamines in the control of neonatal inflammation, in which immunosuppressive PMN-MDSCs are involved. eIF5A^Hyp^-mediated translation of NFU1 and mitochondrial function represents the underlying mechanism.

Among the polyamines, spermidine is the exclusive substrate for the hypusination of eIF5A, which facilitates the translation of peptides containing specific sequences, including the polyproline motif (21–24, 35). Puleston et al. reported that mitochondrial targeting sequences (MTSs) are specific sequences regulated by eIF5A^Hyp^ (22). The inhibition of hypusine fundamentally downregulates the expression of mitochondrial proteins, such as succinate dehydrogenase complex flavoprotein subunit A (SDHA), methylmalonyl-CoA mutase (MCM), and succinyl-CoA synthetase (SUCLG1). These proteins contain MTSs and are directly regulated by eIF5A^Hyp^ at the translational level. Our proteomic profiles revealed that several mitochondrial proteins, such as NFU1, SUCLG1, and dihydrolipoamide dehydrogenase (DLD), were downregulated after the blockage of DHPS, indicating the importance of eIF5A^Hyp^ in mitochondrial function. In this study, we focused on NFU1 as a direct target of eIF5A^Hyp^ because it contains a polyproline motif and because of its broad significance in multiple mitochondrial proteins, such as respiratory chain complexes I and II, lipoic acid, PDH, and KGDH (25, 26). We confirmed that the translation of NFU1 was regulated by polyamines, which contributes to the immunosuppressive function of neonatal PMN-MDSCs.

Numerous studies have shown that spermidine supplementation mitigates inflammation in adults, primarily by facilitating the polarization of antiinflammatory macrophages, preserving epithelial barrier integrity, and inhibiting inflammatory dendritic cells (36–38). Notably, administration of spermidine in neonatal endotoxemia and NEC mouse models led to a significant reduction in inflammatory responses and favorable outcomes, indicating a therapeutic role of spermidine in treating neonatal inflammatory disorders. Furthermore, long-term benefits, including enhanced weight gain, were observed following treatment with spermidine-treated PMN-MDSCs in the mouse model (data not shown). From the perspective of clinical translation, spermidine could be used for prevention in neonates who are at high risk of inflammatory disorders, such as those with extremely low birth weights, asphyxia, and so on. For patients diagnosed with neonatal inflammatory disorders, spermidine could be used to attenuate inflammatory responses and may improve the survival rate. However, the safety and efficacy of spermidine in human neonates need to be confirmed in future studies.

There are several limitations in this study. First, regarding the translatability of the preclinical model work to the human model: Assessing the correlation between PMN-MDSCs and spermidine in clinical samples could substantiate the significance of spermine–PMN-MDSC dysregulation in the pathogenesis of neonatal inflammation. However, owing to the challenges of obtaining the necessary samples, we were unable to perform this correlation analysis. Second, the potential impacts of polyamines on other immune cells in early infancy deserve further investigations. Third, it was found that higher levels of plasma spermidine at birth were correlated with lower susceptibility to inflammatory disorders. Future study should involve a larger sample size of infants and incorporate multicenter studies; predictive modeling should also be employed before definitive conclusions are drawn regarding the predictive value of spermidine in neonatal inflammation.

## Methods

### Sex as a biological variable.

Sex was not considered as a biological variable. Both sexes were used for human and mouse studies.

### Animals.

Mice were maintained in a specific pathogen–free environment with a 12-hour light/12-hour dark cycle. Animals were on a C57BL/6J genetic background. *Dhps^fl/fl^* and wild-type mice were obtained from Cyagen Bioscience Inc., while *Lysm^cre^* mice and OT-I mice were obtained from The Jackson Laboratory. *Dhps^fl/fl^ Lysm^cre^* (*Dhps^ΔLysm^*) mice were generated by crossing of *Dhps^fl/fl^* strains with *Lysm^cre^* strains.

### Animal models.

The NEC model was established as previously described (8, 39). Briefly, 4-day-old mice were subjected to the combination of formula feeding, hypoxia (5% O_2_), hypothermia, and the oral gavage of enteric bacteria. Mice were treated with spermidine (10 mg/kg/d) by intraperitoneal (i.p.) injection or oral gavage during the induction of NEC. For the adoptive transfer experiment, 1.5 × 10^6^ DMSO- or spermidine-treated PMN-MDSCs were injected i.p. 1 hour before the NEC procedure on days 0 and 2. Mice were sacrificed at day 5, and intestine was collected for H&E staining and quantitative real-time PCR. For post-treatment of the NEC model, survived NEC mice were treated with spermidine (10 mg/kg/d, i.p. injection) for 5 days; adoptive transfer of PMN-MDSCs was performed on days 5 and 7 after NEC induction. Mice were sacrificed at day 10, and intestine was collected for H&E staining and quantitative real-time PCR.

Neonatal endotoxemia was induced by i.p. injection of LPS (15 mg/kg). For administration of spermidine, 4-day-old mice were subjected to spermidine (10 mg/kg/d, i.p. injection) for 5 days before induction of endotoxemia. For post-treatment of neonatal endotoxemia, 8-day-old mice were treated with spermidine (10 mg/kg, i.p. injection) 2 hours after i.p. injection of LPS (15 mg/kg). Mice were sacrificed at 24 hours, and lung, liver, and kidney were collected for H&E staining and quantitative real-time PCR.

### Immune cell isolation and treatment.

For in vitro experimentation (8), PMN-MDSCs from spleen of 7- to 8-day-old mice were isolated, followed by culturing in 1640 medium (20 ng/mL mouse recombinant GM-CSF, 10% FBS, and 1% penicillin-streptomycin mixed) with indicated chemicals or inhibitors.

Isolation of immune cells from intestinal lamina propria was performed as previously described (39). Briefly, small intestine was opened longitudinally and washed with cold PBS, followed by cutting into pieces. Epithelial cells were removed by shaking in HBSS (containing 1 mM DTT, 2 mM EDTA, 10 mM HEPES, and 5% FBS) for 20 minutes. The remaining tissues were digested with 0.5 mg/mL collagenase I (Invitrogen) and 1 ng/mL DNase I (Solarbio) for 50 minutes. Leukocytes were enriched by Percoll (Cytiva) gradient centrifugation (40% and 80%). Single-cell suspensions were used for flow cytometry staining.

### Immunosuppressive function of PMN-MDSCs.

The assessment of PMN-MDSC–mediated suppression was conducted as previously described (8, 39). Specifically, CD8^+^ OT-I T cells were mixed with splenocytes from WT mice at a 1:4 ratio and labeled with CFSE. These labeled cells were then cocultured with PMN-MDSCs in 1640 medium supplemented with cognate peptides (SIINFEKL, 0.5 ng/mL). Negative controls consisted of splenocytes that incubated without PMN-MDSCs or cognate peptides, while positive controls incubated solely with cognate peptides in the absence of PMN-MDSCs.

### Antimicrobial activity of PMN-MDSCs.

Antimicrobial activity was conducted as previously described (39). Briefly, a total of 2 × 10^5^ PMN-MDSCs were incubated with *Escherichia coli* or *Cronobacter sakazakii* at 37°C and agitated for 1 hour. Then, bacterial solution underwent a series of dilutions and was seeded on culture plates for 14–16 hours. Antibacterial activity was evaluated by calculation of the colony-forming units (CFU) in the last dilution.

### Human samples.

In cohort 1, human plasma or whole-blood samples were collected from newborns with or without inflammatory disorders in Guangzhou Women and Children’s Medical Center (Guangzhou, China) and Tianjin Children’s Hospital (Tianjin, China), and clinical information is listed in Supplemental Table 1. In cohort 2, plasma samples were collected from healthy neonates within 2 days of birth in the Children’s Hospital of Fudan University (Shanghai, China), and clinical information is listed in Supplemental Table 2. Isolation of human PMN-MDSCs and neutrophils from adults was performed as previously described (40). Peripheral-blood samples were collected using EDTA-containing tubes and centrifuged at 800*g* for 5 minutes. The pellets were suspended with normal saline and gently added to the top layer of Lymphoprep (Serumwerk Bernburg AG), followed by centrifugation at 300*g* for 30 minutes with slow acceleration and brakes turned off. The mononuclear cell fraction (low density) was collected for isolation of PMN-MDSCs (CD11b^+^CD14^–^CD15^+^LOX1^+^) in neonatal samples, and sediment (high density) was collected for isolation of neutrophils (CD11b^+^CD14^–^CD15^+^LOX1^–^) in adult samples (Supplemental Figure 8).

Definitions of neonatal diseases are listed below. Respiratory distress syndrome was defined as increasing respiratory distress, requirement of increasing concentrations of oxygen, or need of ventilatory support from the first 6 hours of life with a chest radiograph showing generalized reticular granular pattern with or without an air bronchogram (41). Sepsis was defined by clinical signs and symptoms or culture-proven sepsis (42). NEC was defined by Bell’s staging criteria (stage 2 or 3); the stages were based on systemic signs, intestinal signs, and radiological signs (43). Diagnosis of pneumonia was based on the combination of clinical presentation, radiographic evidence, and laboratory data. Urinary tract infection was defined as positive urine culture with at least 10,000 CFU/mL (44).

### Flow cytometry analysis and sorting.

For cytometry analysis, single-cell suspensions were stained with LIVE/DEAD Fixable Dead Cell Stain Kits to exclude dead cells. The cells were stained with surface marker with a cocktail of fluorescently labeled antibodies at 4°C for 30 minutes. For intracellular staining, cells were stained with surface marker antibodies, followed by fixation and permeabilization using Intracellular Fixation & Permeabilization Buffer. Cells were then incubated with rabbit anti-hypusine (1:200), rabbit anti-EIF5A (1:200), rabbit anti-ODC1 (1:200), rabbit anti-DHPS (1:200), rabbit anti-NFU1 (1:200), and rabbit anti-H2K27ac (1:200) primary antibodies at room temperature for 50 minutes, followed by incubation with secondary antibodies (donkey anti-rabbit Alexa Flour 647, 1:600) for 30 minutes. Data were analyzed using FlowJo software (v10).

For cytometric sorting, PMN-MDSCs were isolated from spleens of 7-day-old mice, while OT-I CD8^+^ T cells were isolated from spleens of 6- to 8-week-old mice. The gating strategy for PMN-MDSCs was CD11b^+^ Ly6C^lo/–^Ly6G^+^ and CD3^+^CD8^+^ for OT-I CD8^+^ T cells. Antibodies are listed in Supplemental Table 3. The strategy of flow cytometry used in this study is provided in Supplemental Figure 8.

### Reagents.

Reagents are listed in Supplemental Table 4.

### Histological analysis of tissues.

Tissues were fixed in formalin and embedded with paraffin. Embedded tissues were sectioned at a thickness of 4 μm and stained with H&E. The severity of intestinal damage in the NEC model was evaluated by a blinded pathologist based on a histological scoring system as previously described (45): grade 0, no damage; grade 1, mild separation of lamina propria and/or submucosa; grade 2, moderate separation of lamina propria and/or submucosa; grade 3, severe separation of lamina propria and/or submucosa or villus sloughing; grade 4, loss of villi and necrosis. The severity of organ damage in the endotoxemia model was assessed by a blinded pathologist using a scoring system as outlined in previous studies (46). Tissue damage in lung and liver was evaluated by assigning of scores ranging from 0 to 3 for each parameter. Assessment of lung damage included criteria such as alveolar hyperemia, hemorrhage, leukocyte infiltration, and thickness of the alveolar wall. Evaluation of liver damage included assessing necrosis, inflammation, ballooning degeneration, and disruption of hepatic cord structure. Kidney injury was scored on a scale of 0 to 5, based on renal tubule and glomerular injuries.

### Immunofluorescence staining.

Cells were isolated by cytometric sorting and fixed with paraformaldehyde, then blocked with 5% BSA and permeabilized with 0.1% Triton X-100. All samples were incubated with primary antibody at 4°C overnight, followed by incubation with secondary antibody at room temperature for 1 hour and DAPI for 10 minutes. Confocal microscopy was carried out using a Zeiss LSM900. Three donors were included in each group, and 3 fields of each donor were randomly selected to calculate the mean fluorescence intensity using ImageJ (NIH).

### Quantitative real-time PCR.

Total RNA was extracted from intestine, lung, liver, and PMN-MDSCs using Trizol reagent, and then reverse-transcribed into cDNA using the Primescript RT Reagent Kit (Takara). Quantitative real-time PCR was performed in a 10 μL reaction volume, which contained cDNA, specific primers, and SYBR Green Master Mix (GenStar BioSolutions). Expression relative to the *Actb* gene was calculated using the *ΔΔ*Ct method (47). Primer sequences are listed in Supplemental Table 5.

### Seahorse metabolic assay.

PMN-MDSCs were resuspended in DMEM (MilliporeSigma) containing 4.5 g/L glucose, 1 mM pyruvate, and 4 mM glutamine at a pH of 7.4. Cells were then plated onto XF24 cell culture microplates at a density of 0.4 × 10^6^ cells per well and incubated without CO_2_ at 37°C for 30 minutes. Oxygen consumption rates (OCRs) were measured at 5-minute intervals after the sequential addition of 2.5 μg/mL oligomycin, 2 μM fluorocarbonyl cyanide phenylhydrazone (FCCP), and 2 μM rotenone/antimycin A. Basal OCR and maximal OCR were determined by averaging of individual measurements taken before the addition of oligomycin and after the addition of FCCP. Data were analyzed using Seahorse Wave software (v2.6.1, Agilent).

### Plasmid construction, lentivirus production, and infection.

To assess translational regulation by hypusine, the target sequences of NFU1 polyproline motif, 14 consecutive prolines, 14 random amino acids, and a mutant NFU1 (PPPP to AAAA), were cloned into the pHAGE-GPS3.0-DEST vector. These target sequences were fused to the N-terminus of DsRed with a flexible GSGSG linker. Additionally, the C-terminal 37–amino acid degron of murine ODC was fused to reduce the half-life of the DsRed fusion protein. To knock down Nfu1, the shRNA sequence (GAAGAGTTAGACTGGAATTTA) was obtained from the Sigma-Aldrich Mission shRNA Library and cloned into the lentiviral vector pLKO.1.

For lentivirus production, 293T cells (American Type Culture Collection) were transfected with the target plasmid and lentiviral packaging plasmids (pMD2.G and psPAXs). The supernatant was collected and then filtered using a 0.45 μm filter. For pHAGE-lentivirus infection, NIH 3T3 cells (Procell Life Science & Technology Co.) were cultured with lentiviral supernatants (containing 10 μg/mL Polybrene), followed by centrifugation (900*g* for 45 minutes). Hygromycin was used to eliminate non-infectious cells after 2 days of infection. For shRNA-lentivirus infection (8), bone marrow cells from neonatal mice were cultured overnight before being exposed to lentiviral supernatants (containing 5 μg/mL Polybrene), followed by centrifugation (900*g* for 45 minutes), and subsequently replenished with lentivirus-free RPMI 1640 after 6 hours. Secondary infection was performed the next day.

### ELISA.

A total of 2 × 10^6^ PMN-MDSCs were collected and underwent 3 freeze-thaw cycles prior to sonication. The supernatant was used for the detection of PGE_2_ (MEIMIAN) or acetyl-CoA (Elabscience) according to the manufacturer’s instructions. For the detection of polyamines, plasma was subjected to centrifugation at 15,000*g* for 15 minutes. The supernatant was then transferred to a new tube and centrifuged for an additional 8 minutes. Polyamines were detected according to the manufacturer’s instructions of the Human Putrescine ELISA Kit (MEIMIAN), Human Spermidine ELISA Kit (Mlbio), Human Spermine ELISA Kit (Mlbio) and Mouse Spermidine ELISA Kit (Mlbio).

### Polyamine quantification by ultra-performance liquid chromatography–tandem mass spectrometry (UPLC-MS/MS).

Cell samples were lysed by sonication, while plasma samples were mixed with pre-cooled methanol for protein precipitation. After centrifugation, supernatant was collected and dried by nitrogen followed by redissolution in acetonitrile-water containing formic acid. The solution was mixed with borate buffer containing TCEP and ascorbic acid. After vortex mixing, 5-AIQC solution was then added and incubated at 55 °C for 10 minutes. The mixture was cooled down to the ambient temperature and added with formic acid. The mixture underwent centrifugation, and the resulting supernatant was subsequently filtered through a 0.22 μm membrane filter. The 5-AIQC–tagged samples were injected individually onto an ultra-performance liquid chromatography (UPLC) column (Agilent ZORBAX Eclipse Plus C18 column, 2.1 × 100 mm, 1.8 μm particles). Multiple-reaction monitoring was used for quantification of screening fragment ions. Peak determination and integration of peak areas were carried out using MassHunter Workstation software (Agilent, version B.08.00). Standard curves were generated, and quantification of samples was performed identically.

### Proteomic analysis by nanoscale liquid chromatography coupled to tandem mass spectrometry (LC-MS/MS).

A total of 4 × 10^6^ PMN-MDSCs were treated with GC7 for 16 hours. Cells were lysed and centrifuged at 20,000*g* for 20 minutes. The supernatant was collected and treated with dithiothreitol (DTT; 37°C for 1 hour) followed by treatment with iodoacetamide in the dark for 30 minutes. Protein quantification was carried out using the Bradford method, 150 μg of protein was digested with trypsin, and the peptides underwent desalting using Waters solid-phase extraction cartridges, followed by vacuum drying and redissolution in 0.1% formic acid. The resulting supernatant was then collected and injected into a self-loading C18 column for separation. The separation process was carried out using a Thermo Fisher Scientific EASY-nLC 1200 system operating at a flow rate of 300 nL/min. The separated peptides were ionized via nano-electrospray ionization and subsequently transferred to an Orbitrap Exploris 480 mass spectrometer (Thermo Fisher Scientific) for detection in data-dependent acquisition mode.

### Targeted metabolomics of central carbon metabolism by high-performance liquid chromatography–tandem mass spectrometry (HPLC-MS/MS).

A total of 4 × 10^6^ PMN-MDSCs were treated with GC7 for 16 hours. Cells were resuspended in water, which was mixed with methanol and formic acid, and subjected to sonication. After centrifugation, supernatant was diluted to final concentration containing 53% methanol. HPLC-MS/MS analysis was performed using an ExionLC AD system (SCIEX) coupled with a QTRAP 6500+ mass spectrometer (SCIEX). Samples were injected onto a Waters Atlantis premier BEH C18 Column (2.1 × 100 mm) using a 10-minute linear gradient at a flow rate of 0.3 mL/min. The eluents were eluent A (0.5% formic acid, 30 mM ammonium formate/water) and eluent B (0.5% formic acid/methanol). The detection of the experimental samples using multiple-reaction monitoring was based on a Novogene in-house database. The data files were processed using SCIEX OS version 1.4.

### Bulk RNA sequencing.

A total of 3 × 10^5^ PMN-MDSCs were isolated from neonatal spleen (postnatal day 7), and total RNA was extracted using Trizol reagent. Quality checks for purification and quantification of isolated RNA were evaluated using a NanoDrop ND-1000 spectrophotometer. Sequencing was performed using an Illumina NovaSeq 6000. Raw reads were filtered to get high-quality clean reads using Cutadapt (v1.9) (https://cutadapt.readthedocs.io/en/stable/installation.html). Subsequently, reads were aligned to the mouse reference genome using the HISAT2 (v2.2.1) package (https://daehwankimlab.github.io/hisat2/). StringTie (v2.1.6) (https://ccb.jhu.edu/software/stringtie/) and ballgown (https://github.com/alyssafrazee/ballgown) were used to estimate the expression levels of all transcripts and assess expression abundance of mRNAs by calculating fragments per kilobase per million mapped reads (FPKM).

### Flux balance analysis.

Single-cell transcriptome profiles (Gene Expression Omnibus GSE253963) were used to compute single-cell-level metabolic activity by COMPASS (v0.9.10.2), an algorithm based on flux balance analysis (20). Neutrophils cluster C2 was selected as PMN-MDSCs and 3 clusters (neutrophils C3, neutrophils C4, and neutrophils C5) as neutrophils without immunosuppressive function, based on the MDSC signature score (19). Meta-reactions were filtered for core reactions, defined as reactions with Recon 2 confidence of either 0 or 4. Spearman’s correlations between MDSC signature score and each individual meta-reaction were computed using individual cells within PMN-MDSCs and neutrophils.

### CUT&Tag sequencing and data processing.

A total of 1 × 10^5^ PMN-MDSCs were collected after treatment with GC7 for 16 hours. Two replicates per group underwent CUT&Tag analysis using an antibody against H3K27ac. Genomic DNA extraction, library preparation, and sequencing were performed using the Hyperactive Universal CUT&Tag Assay Kit for Illumina Pro (Vazyme) according to the manufacturer’s protocol. In brief, PMN-MDSCs were resuspended in wash buffer and incubated with ConA Beads Pro (Vazyme) at room temperature for 10 minutes, then incubated with primary antibodies at 4°C overnight followed by secondary antibodies at room temperature for 1 hour. The samples were washed and incubated with pA/G-Tnp Pro at room temperature for 1 hour for fragmentation (Vazyme). Subsequently, DNA extraction was carried out using DNA extract Beads Pro, followed by PCR amplification with indexing primers (Vazyme). Purification of the PCR products was achieved using VAHTS DNA Clean Beads (Vazyme), and sequencing was conducted on the Illumina platform (NovaSeq 6000) at a sequencing depth of 12 gigabases per sample.

FastQC (v0.11.8) software was used for quality control (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Then we mapped reads to mm10 mouse genome assembly with Bowtie 2 (v2.4.4) (http://bowtie-bio.sourceforge.net/bowtie2/index.shtml). SAMtools (v1.14) was used for quality filtering (http://www.htslib.org). After file format conversion, peak calling was performed by Macs2 (v2.2.7.1) with macs2 callpeak (https://github.com/taoliu/MACS). To identify regions that were differentially enriched between groups, we used DiffBind with a fold change cutoff of 0.5 and *P* value less than 0.05 (https://bioconductor.org/packages/release/bioc/html/DiffBind.html). Heatmaps were generated using DeepTools package (v3.5.1) (https://deeptools.readthedocs.io/en/latest/). ChIPseeker was used to perform annotation and functional enrichment analysis for differential genes between groups (https://www.bioconductor.org/packages/release/bioc/html/ChIPseeker.html). BigWig (BW) files were visualized using Integrative Genomics Viewer (v2.16.2) (https://igv.org/doc/desktop/).

### Statistics.

The results are presented as mean ± SEM. Comparisons between 2 groups were assessed using unpaired, 2-tailed Student’s *t* test, while comparisons among multiple groups were evaluated using 1-way ANOVA with Tukey’s multiple-comparison test. Grouped data with 2 independent categorical variables were analyzed using 2-way ANOVA with Šidák’s multiple-comparison test. Survival curves were generated and statistical analysis conducted using the Kaplan-Meier method and log-rank test. Correlation analysis was assessed using Spearman’s correlation coefficient. Statistical significance was determined using GraphPad Prism (v10.1.2) software. A *P* value less than 0.05 was considered significant.

### Study approval.

The human studies were approved by the Clinical Ethics Review Board of Children’s Hospital of Fudan University; Tianjin Children’s Hospital; and Guangzhou Women and Children’s Medical Center. All animal studies were approved by the Institutional Animal Care and Use Committee of Tianjin Medical University, and conducted in compliance with the Ethical guidelines including principles of animal welfare (freedom from thirst and hunger; freedom from discomfort; freedom from pain, injury, and disease; freedom to express most normal behaviour; freedom from fear and distress) and principles of the 3Rs (replacement, refinement and reduction).

### Data availability.

Values for all data points shown in graphs are reported in the Supporting Data Values file. The RNA sequencing data (GSE287178) and CUT&Tag data (GSE287179) were deposited in the Gene Expression Omnibus database.

## Author contributions

JZ conceived and supervised this study. JC performed the experiments, analyzed the data, and wrote the manuscript. L Zhu participated in most of the experiments. ZC, YZ, DZ, L Zhang, and PZ participated in animal model and flow cytometry analysis. RJ, BH, WZ, and JX recruited human subjects. WM, HW, ZY, QL, and YY provided suggestions in project design. JZ wrote the manuscript with input from all authors.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
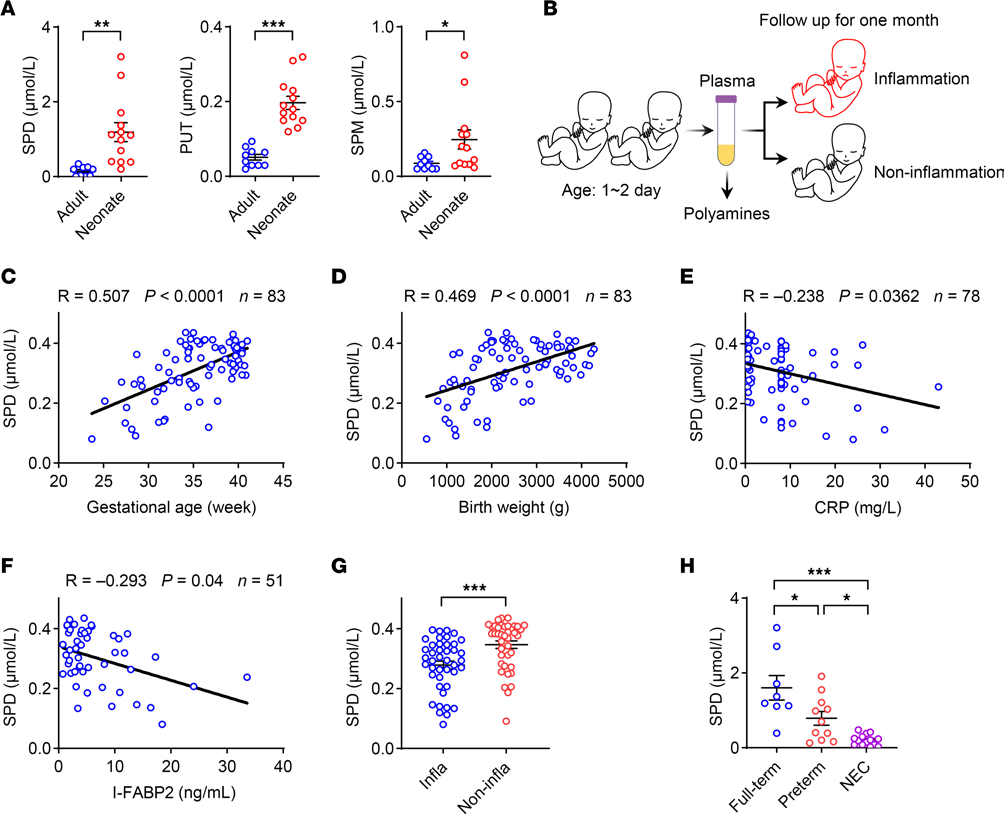
Plasma spermidine is correlated with a reduced risk of inflammation in human newborns. (**A**) Plasma polyamines in healthy adults (*n* = 10) and neonates (*n* = 13) were determined by UPLC-MS/MS. Clinical parameters are listed in Supplemental Table 1. SPD, spermidine; PUT, putrescine; SPM, spermine. (**B**–**G**) Plasma samples were collected from healthy neonates within 2 days of birth, and clinical parameters are listed in Supplemental Table 2. Polyamines and I-FABP2 were detected by ELISA. (**B**) Schematic approach for plasma sample collection. (**C**–**F**) Correlation between SPD and gestational age (**C**), birth weight (**D**), C-reactive protein (CRP) (**E**), and I-FABP2 (**F**). The infants were divided into 2 groups based on the presence of subsequent inflammatory disorders within 1 month of follow-up: the inflammation group and the non-inflammation group. (**G**) SPD concentration in inflammation group (Infla) (*n* = 42) and non-inflammation group (Non-infla) (*n* = 41). (**H**) Plasma SPD concentration in healthy full-term babies (*n* = 8), preterm babies (*n* = 11), and necrotizing enterocolitis (NEC) patients (*n* = 14). Clinical parameters are listed in Supplemental Table 1. Data are shown as mean ± SEM. Statistical analysis was performed using unpaired 2-tailed Student’s *t* test (**A** and **G**), Spearman’s correlation coefficient (**C**–**F**), and 1-way ANOVA with Tukey’s multiple-comparison test (**H**). *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 2:**
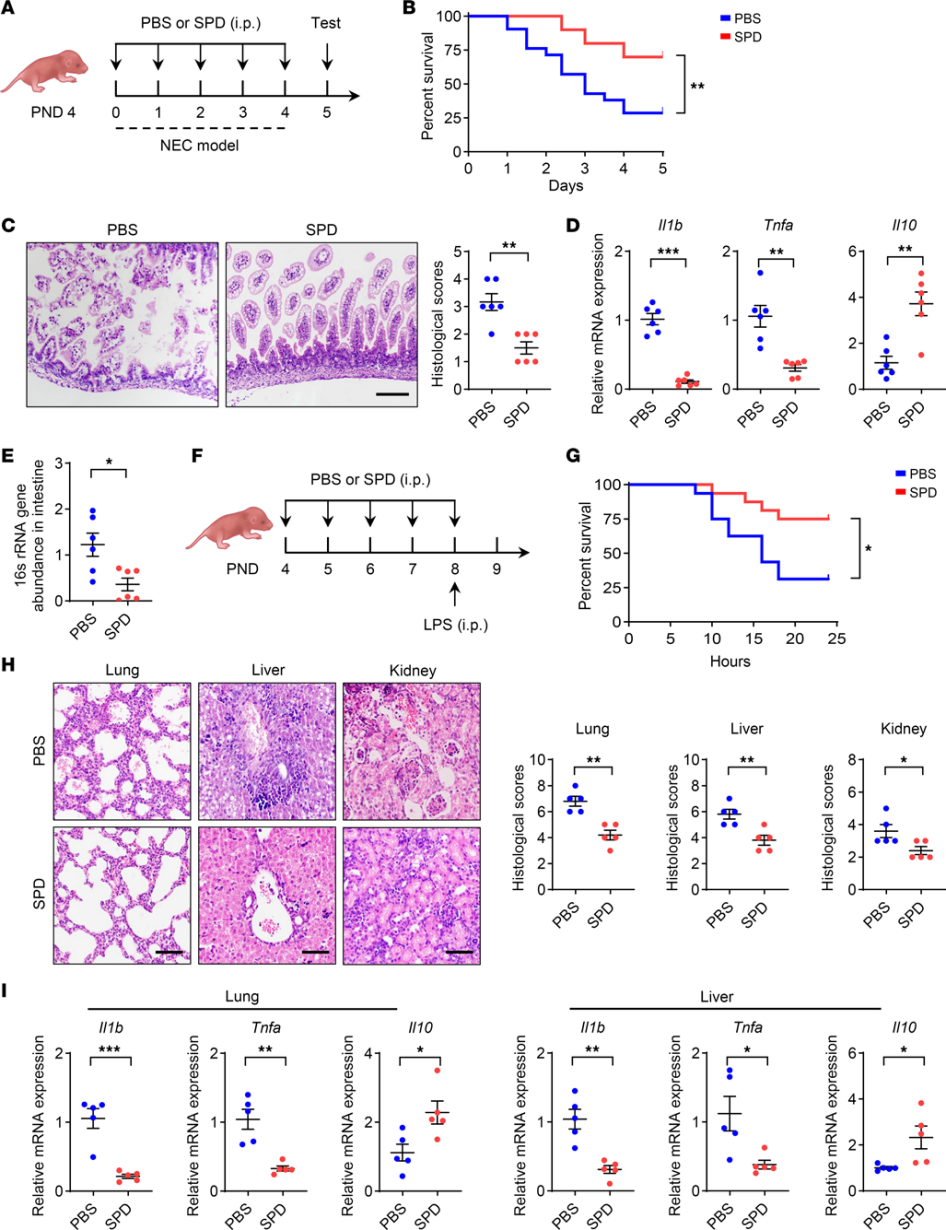
Spermidine attenuates neonatal inflammation. (**A**–**E**) Spermidine (SPD) for treating NEC. (**A**) Schematic approach for supplementation of SPD (10 mg/kg/d) during NEC induction. PND, postnatal day. (**B**) Survival curve of mice after induction of NEC (PBS, *n* = 21; SPD, *n* = 20). Data combined from 2 independent experiments. (**C**) H&E staining and histopathological scores of intestinal tissues (*n* = 6 per group). (**D**) Relative mRNA expression of *Il1b*, *Tnfa*, and *Il10* was determined by quantitative real-time PCR (*n* = 6 per group). (**E**) Bacterial abundance in the intestinal wall was evaluated by 16S abundance (*n* = 6 per group). (**F**–**I**) SPD for treating neonatal endotoxemia. (**F**) Schematic approach for supplementation of SPD (10 mg/kg/d); endotoxemia was induced by intraperitoneal injection of LPS (15 mg/kg). (**G**) Survival curve of mice after induction of endotoxemia (*n* = 16 per group). Data combined from 2 independent experiments. (**H**) H&E staining and histopathological scores of lung, liver, and kidney (*n* = 5 per group). (**I**) Relative mRNA expression of *Il1b*, *Tnfa*, and *Il10* was determined by quantitative real-time PCR (*n* = 5 per group). Data are shown as mean ± SEM. Statistical analysis was performed using log-rank (Mantel-Cox) test (**B** and **G**) and unpaired 2-tailed Student’s *t* test (**C**–**E**, **H**, and **I**). Scale bars: 100 μm. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 3:**
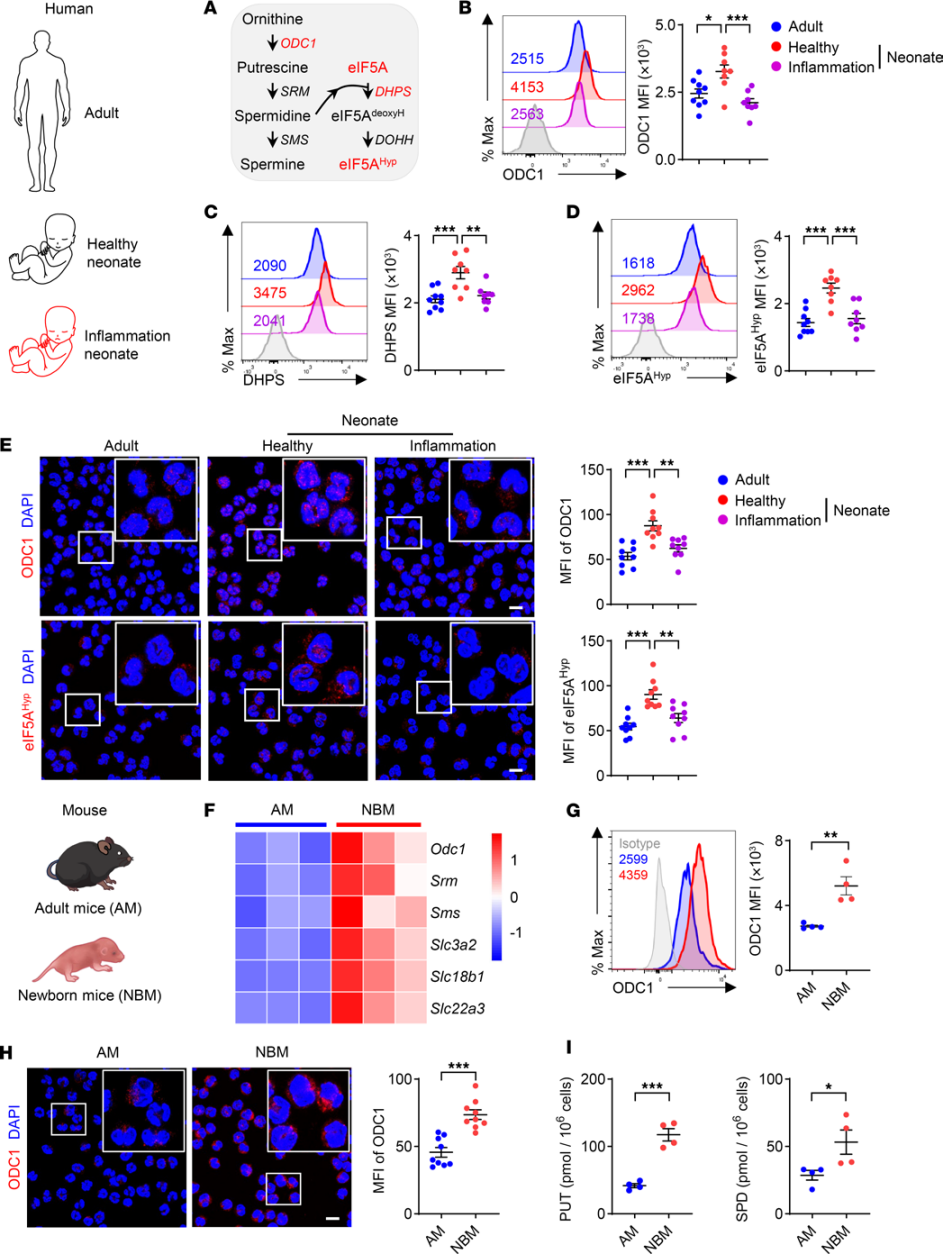
Polyamine metabolism is enriched in neonatal myeloid cells. (**A**) Polyamine metabolic pathway. (**B**–**D**) The expression of ODC1 (**B**), DHPS (**C**), and eIF5A^Hyp^ (**D**) in neutrophils (CD11b^+^CD14^–^CD15^+^LOX1^–^) from healthy adults (*n* = 9) and PMN-MDSCs (CD11b^+^CD14^–^CD15^+^LOX1^+^) from healthy neonates (*n* = 8) and neonates with inflammation (*n* = 8) was detected by flow cytometry. Clinical parameters are listed in Supplemental Table 1. (**E**) The expression of ODC1 and eIF5A^Hyp^ in neutrophils from healthy adults and PMN-MDSCs from healthy neonates and neonates with inflammation was detected by immunofluorescence (*n* = 3 per group; 3 fields of each donor were randomly selected for calculating the mean fluorescence intensity [MFI]). Clinical parameters are listed in Supplemental Table 1. (**F**) Transcriptional profiling of CD11b^+^Ly6C^lo/–^Ly6G^+^ cells isolated from the spleen of adult mice (AM) and newborn mice (NBM). Heatmaps depict differentially expressed genes involved in polyamine metabolism and transport. (**G** and **H**) The expression of ODC1 in CD11b^+^Ly6C^lo/–^Ly6G^+^ cells was detected by flow cytometry (**G**) (*n* = 4 per group) and immunofluorescence (**H**) (*n* = 3 per group; 3 fields of each donor were randomly selected for calculating the MFI). (**I**) Cellular polyamines in CD11b^+^Ly6C^lo/–^Ly6G^+^ cells were detected by UPLC-MS/MS (*n* = 4 per group). Data are shown as mean ± SEM. Statistical analysis was performed using 1-way ANOVA with Tukey’s multiple-comparison test (**B**–**E**) and unpaired 2-tailed Student’s *t* test (**G**–**I**). Scale bars: 5 μm. Original magnification, ×2.5 (insets, **E** and **H**). *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 4:**
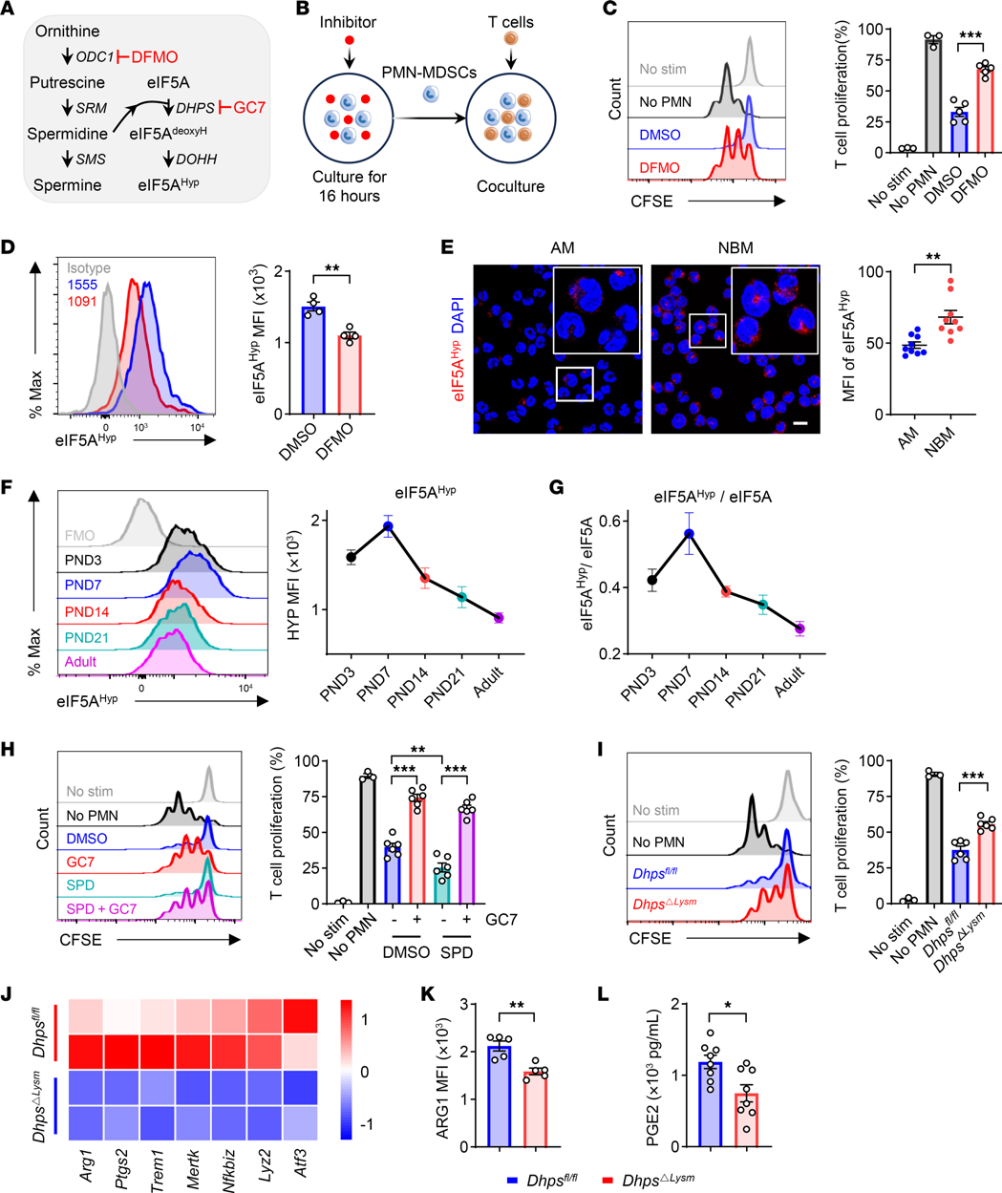
Polyamine-eIF5A^Hyp^ enhances the immunosuppressive activity of PMN-MDSCs in neonates. (**A** and **B**) Pharmacological inhibition of polyamine metabolism (**A**) and coculture strategy (**B**). (**C** and **D**) PMN-MDSCs were treated with DFMO (200 μM) for 16 hours. Suppression of T cell proliferation by PMN-MDSCs (**C**) (*n* = 5 per group) and expression of eIF5A^Hyp^ (**D**) (*n* = 4 per group). Data are representative of 3 independent experiments. (**E**) CD11b^+^Ly6C^lo/–^Ly6G^+^ cells were isolated from adult mice (AM) and newborn mice (NBM). The expression of eIF5A^Hyp^ was detected by immunofluorescence (*n* = 3 per group; 3 fields of each donor were randomly selected for calculating the MFI). Original magnification, ×2.5. (**F** and **G**) The expression of eIF5A^Hyp^ (**F**) (*n* = 4 per group) and hypusination rate (**G**) (*n* = 4 per group) in CD11b^+^Ly6C^lo/–^Ly6G^+^ cells of different ages. Data are representative of 3 independent experiments. (**H**) Suppression of T cell proliferation by PMN-MDSCs, which were pretreated with DMSO, spermidine (SPD) (0.2 μM), GC7 (10 μM), and SPD plus GC7 for 16 hours (*n* = 6 per group). Data are representative of 3 independent experiments. (**I**) Suppression of T cell proliferation by *Dhps^fl/fl^* and *Dhps*^ΔLysm^ PMN-MDSCs (*n* = 6 per group). Data are representative of 3 independent experiments. (**J**) Bulk RNA sequencing of PMN-MDSCs from the spleen of *Dhps^fl/fl^* and *Dhps*^ΔLysm^ littermates. Heatmaps of differentially expressed genes involved in immunosuppressive function. (**K** and **L**) ARG1 (*n* = 5 per group) and cellular PGE_2_ production (*n* = 8 per group) in *Dhps^fl/fl^* and *Dhps*^ΔLysm^ PMN-MDSCs. Data are shown as mean ± SEM. Statistical analysis was performed using 1-way ANOVA with Tukey’s multiple-comparison test (**C** and **I**), unpaired 2-tailed Student’s *t* test (**D**, **E**, **K**, and **L**), and 2-way ANOVA with Šidák’s multiple-comparison test (**H**). Scale bar: 5 μm. *P < 0.05, **P < 0.01, ***P < 0.001.

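The heatmap also holds *Lyz2*, *Nfkbiz* and *Mertk*. *Lyz2* (ENSMUSG00000069516), the lysozyme gene whose locus carries the *Lysm cre* insertion, lies on chromosome 10 of GRCm38 from 117277331 to 117282321. It was at 2313 ± 95 FPKM (SD, n = 2) in *Dhps ΔLysm* and 6709 ± 230 FPKM (SD, n = 2) in *Dhps fl/fl*. The log2 fold change of *Lyz2* was -1.54 (standard error 0.08, adjusted p = 0.083 from limma). It passed the threshold under 4 of 11 alternatives, with adjusted p between 0.0086 and 0.68 over all of them. The adjacent paralog *Lyz1* (ENSMUSG00000069515), whose reads could be split with those of *Lyz2*, had a log2 fold change of 0.00 (standard error 0.08). *Nfkbiz* (ENSMUSG00000035356; chromosome 16, 55811375 to 55838899), which encodes a nuclear IκB protein, was at 10.5 ± 0.064 FPKM (SD, n = 2) in *Dhps ΔLysm* and 14.66 ± 1.2 FPKM (SD, n = 2) in *Dhps fl/fl*. Its log2 fold change was -0.47 (standard error 0.08, adjusted p = 0.48 from limma). *Mertk* (ENSMUSG00000014361; chromosome 2, 128698956 to 128802894), a receptor tyrosine kinase gene, was at 4.065 ± 0.064 FPKM (SD, n = 2) in *Dhps ΔLysm* and 4.595 ± 0.22 FPKM (SD, n = 2) in *Dhps fl/fl*. Its log2 fold change was -0.17 (standard error 0.10, adjusted p = 0.78 from limma).

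All 7 genes of the heatmap were lower in both *Dhps ΔLysm* libraries than in both *Dhps fl/fl* libraries. Over all genes tested, 0 of the 7 had an adjusted p under 0.05 and 4 had an unadjusted p under 0.05. Adjusted over the list alone, 3 of the 7 passed: *Lyz2*, *Nfkbiz* and *Trem1*. The list was chosen by the study on these libraries, so neither this count nor the comparisons of the list as a set that follow are independent evidence. The median log2 fold change of the 7 genes was -0.41, and -0.37 without *Lyz2*, whereas 95% of 10000 random gene lists matched on mean expression had medians between -0.13 and 0.17. As a set, the genes were lower by limma's camera with a preset correlation of 0.01 (adjusted p = 9.4e-08 over 7 sets). The set did not pass with limma's fry (adjusted p = 0.083) or with camera and an estimated correlation (adjusted p = 0.41). From Figure 4J, the paper states that *Dhps ΔLysm* PMN-MDSCs expressed lower levels of immunosuppressive genes, and it sets beside them the levels of ARG1 and prostaglandin E_2_ (Figure 4, K and L).

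**Figure D1:**
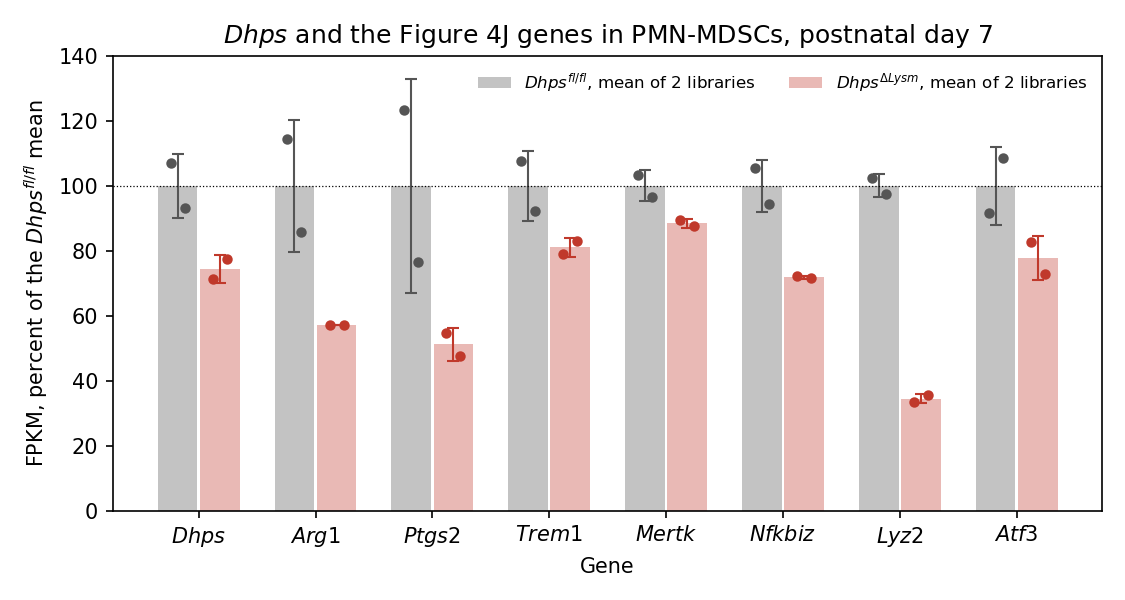
FPKM of *Dhps* and the 7 heatmap genes in each library, as a percent of the *Dhps fl/fl* mean of that gene (vertical axis, linear, from 0); bars are means of 2 libraries, error bars are SD and points are single libraries. The *Dhps ΔLysm* libraries lie at 33.5% and 35.5% for *Lyz2* and at 89.4% and 87.5% for *Mertk*, below both *Dhps fl/fl* libraries for each gene.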

**Figure 5:**
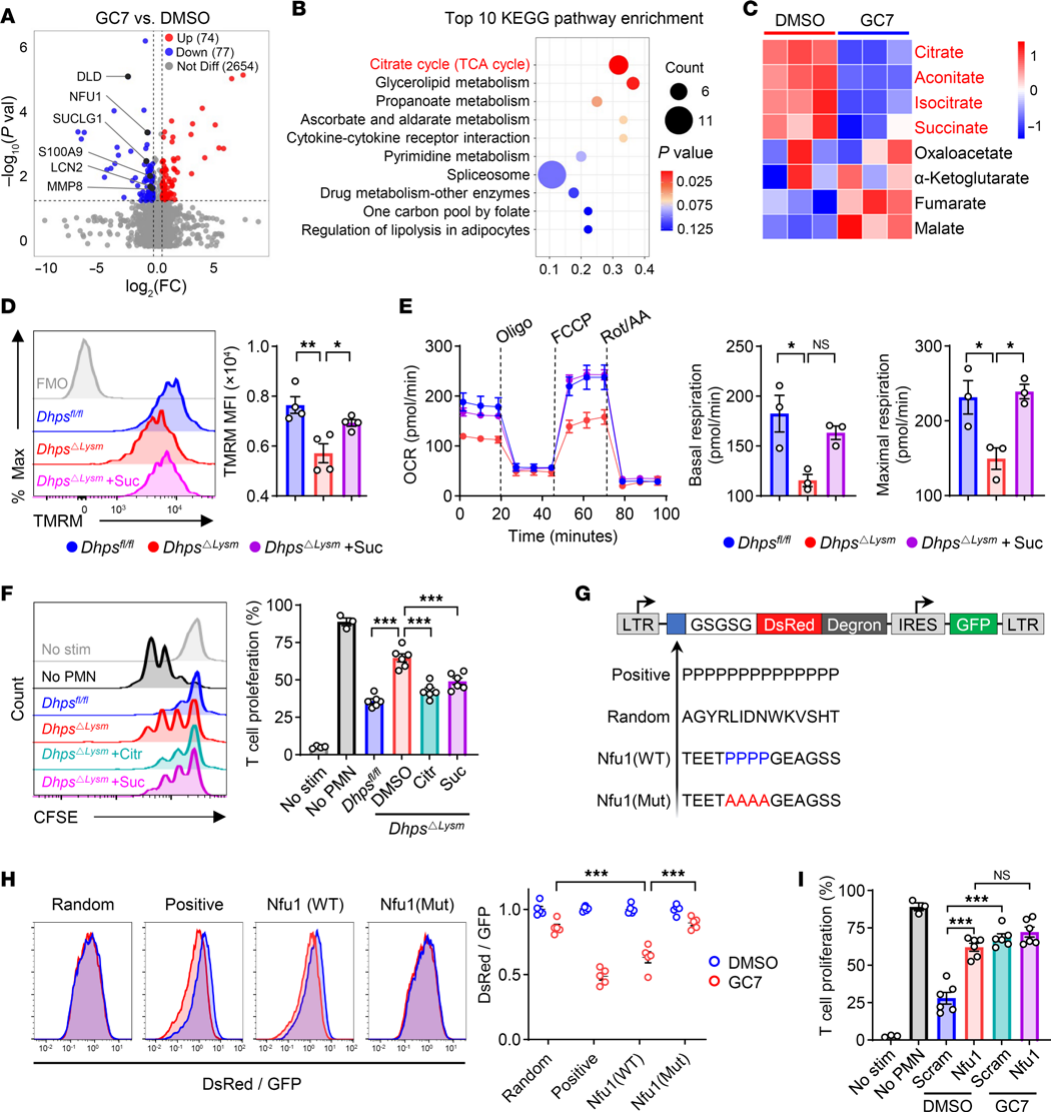
eIF5A^Hyp^ maintains the mitochondrial function of neonatal PMN-MDSCs by modulating translation of NFU1. (**A** and **B**) After treatment with GC7 (10 μM) for 16 hours, PMN-MDSCs were collected for proteomics analysis using LC-MS/MS. Volcano plot of all proteins (**A**) and KEGG analysis (**B**). (**C**) After treatment with GC7 (10 μM) for 16 hours, PMN-MDSCs were collected for targeted metabolomics. (**D**) Mitochondrial membrane potential of *Dhps^fl/fl^* and *Dhps*^ΔLysm^ PMN-MDSCs treated with or without succinate (Suc; 1 μM) was evaluated with tetramethylrhodamine methyl ester (TMRM) by flow cytometry (*n* = 4 per group). Data are representative of 3 independent experiments. (**E**) Oxygen consumption rate (OCR) of *Dhps^fl/fl^* and *Dhps*^ΔLysm^ PMN-MDSCs treated with or without succinate was evaluated by Seahorse assay (*n* = 3 per group). (**F**) Suppression of T cell proliferation by *Dhps^fl/fl^* and *Dhps*^ΔLysm^ PMN-MDSCs, which were pretreated with citrate (Citr; 1 μM) and succinate (Suc; 1 μM) (*n* = 6 per group). Data are representative of 3 independent experiments. (**G**) Target sequences were inserted into N-terminus of DsRed and separated by a GSGSG flexible linker. Transfection was evaluated by green fluorescent protein (GFP), and translation was quantified as the ratio of DsRed to GFP. (**H**) Transfected NIH 3T3 cells were treated with GC7 (10 μM) for 24 hours. Expression of DsRed and GFP was measured by flow cytometry (*n* = 5 per group). Data are representative of 3 independent experiments. (**I**) Suppression of T cell proliferation by PMN-MDSCs. Nfu1 was silenced by Nfu1-shRNA followed by treatment with GC7 (10 μM) (*n* = 6 per group). Data are representative of 3 independent experiments. Data are shown as mean ± SEM. Statistical analysis was performed using 1-way ANOVA with Tukey’s multiple-comparison test (**D**–**F**) and 2-way ANOVA with Šidák’s multiple-comparison test (**H** and **I**). NS, *P* > 0.05; *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 6:**
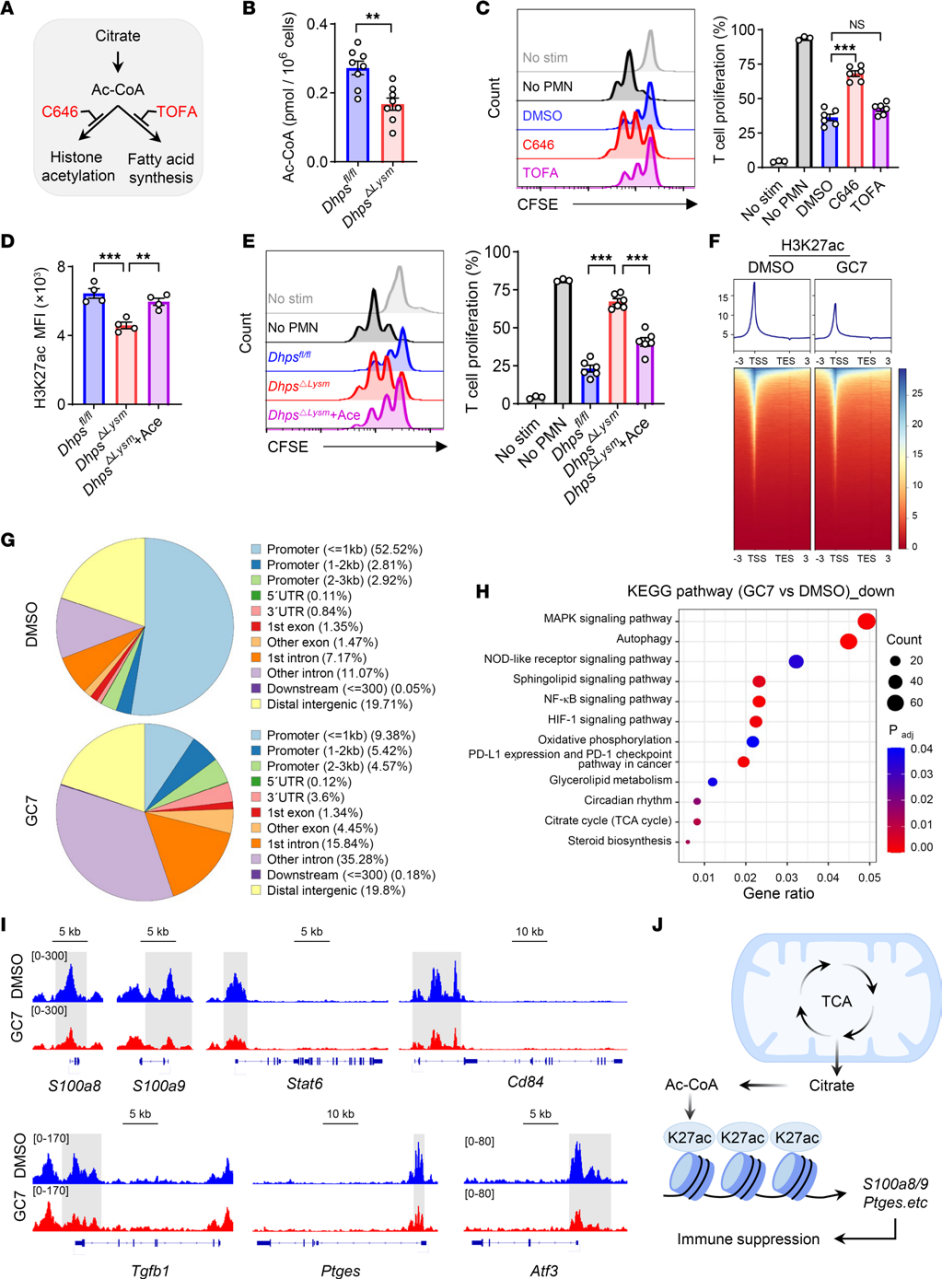
Histone acetylation–mediated epigenetic regulation contributes to the effect of eIF5A^Hyp^ on PMN-MDSCs. (**A**) Pharmacological inhibition of acetyl-coenzyme A (Ac-CoA) metabolic pathway. (**B**) Cellular Ac-CoA was detected in *Dhps^fl/fl^* and *Dhps*^ΔLysm^ PMN-MDSCs (*n* = 8 per group). (**C**) Suppression of T cell proliferation by PMN-MDSCs, which were pretreated with C646 (10 μM) and TOFA (5 μM) (*n* = 6 per group). Data are representative of 3 independent experiments. (**D**) The expression of H3K27ac in *Dhps^fl/fl^* and *Dhps*^ΔLysm^ PMN-MDSCs treated with or without acetate (Ace; 1 μM) (*n* = 4 per group). Data are representative of 3 independent experiments. (**E**) Suppression of T cell proliferation by *Dhps^fl/fl^* and *Dhps*^ΔLysm^ PMN-MDSCs, which were pretreated with or without acetate (Ace; 1 μM) (*n* = 6 per group). Data are representative of 3 independent experiments. (**F**–**I**) After treatment with GC7 (10 μM), CUT&Tag was performed using an antibody against H3K27ac. (**F**) Heatmaps of coverage around the H3K27ac peaks (within 3 kb of transcription start site [TSS] and transcription end site [TES]). (**G**) Levels of H3K27ac in different regions. (**H**) KEGG enrichment for downregulated genes. (**I**) H3K27ac coverage at genes by Integrative Genomics Viewer. (**J**) Schematic model of mitochondrial metabolites for regulating the function of PMN-MDSCs. Data are shown as mean ± SEM. Statistical analysis was performed using unpaired 2-tailed Student’s *t* test (**B**) and 1-way ANOVA with Tukey’s multiple-comparison test (**C**–**E**). NS, *P* > 0.05; *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 7:**
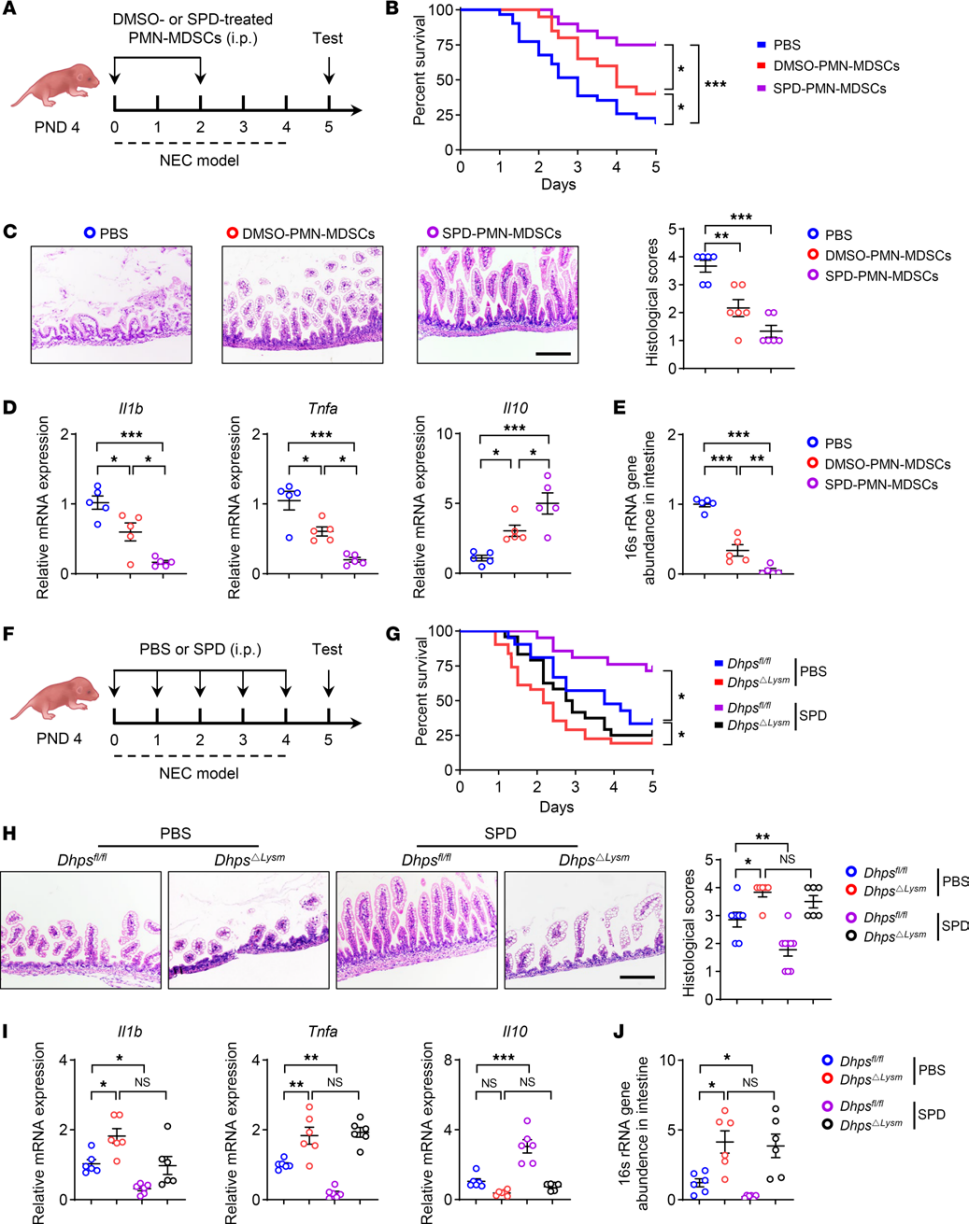
Spermidine attenuates neonatal inflammation through eIF5A^Hyp^ in PMN-MDSCs. (**A**) Schematic approach for transfer of PMN-MDSCs during NEC induction. PND, postnatal day. (**B**) Survival curve after induction of NEC (PBS, *n* = 31; DMSO-PMN-MDSCs, *n* = 20; SPD-PMN-MDSCs, *n* = 20). Data combined from 2 independent experiments. (**C**) H&E staining and histopathological scores of intestine tissues (*n* = 6 per group). (**D**) Relative mRNA expression of *Il1b*, *Tnfa*, and *Il10* was determined by quantitative real-time PCR (*n* = 5 per group). (**E**) Bacterial abundance in the intestinal wall was evaluated by 16S abundance (*n* = 5 per group). (**F**) Schematic approach for treatment with spermidine (SPD) (10 mg/kg/d). (**G**) Survival curve after induction of NEC (*Dhps^fl/fl^*, *n* = 21; *Dhps*^ΔLysm^, *n* = 31; *Dhps^fl/fl^* + SPD, *n* = 21; *Dhps*^ΔLysm^ + SPD, *n* = 24). Data combined from 2 independent experiments. (**H**) H&E staining and histopathological scores of intestinal tissues (*Dhps^fl/fl^*, *n* = 7; *Dhps*^ΔLysm^, *n* = 6; *Dhps^fl/fl^* + SPD, *n* = 9; *Dhps*^ΔLysm^ + SPD, *n* = 6). (**I** and **J**) Relative mRNA expression of *Il1b*, *Tnfa*, and *Il10* (**I**) (*n* = 6 per group) and bacterial abundance in the intestinal wall (**J**) (*n* = 6 per group). Data are shown as mean ± SEM. Statistical analysis was performed using log-rank (Mantel-Cox) test (**B** and **G**), 1-way ANOVA with Tukey’s multiple-comparison test (**C**–**E**), and 2-way ANOVA with Šidák’s multiple-comparison test (**H**–**J**). Scale bars: 100 μm. NS, *P* > 0.05; *P < 0.05, **P < 0.01, ***P < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

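The samples are 4 bulk RNA sequencing libraries of splenic PMN-MDSCs from pups on postnatal day 7, 2 from *Dhps ΔLysm* pups and 2 from *Dhps fl/fl* pups. The sample labels give genotype and replicate number, and the genotypes are those of Figure 4J. The other experiments of the paper, including the flow cytometry, proteomics, CUT&Tag and published single-cell data, were not analysed here.

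The deposited values are FPKM per gene, calculated by the authors with StringTie v2.1.6 and ballgown from reads that were filtered with Cutadapt v1.9 and aligned with HISAT2 v2.2.1. The authors state no scaling between libraries and no test for the RNA sequencing. The statistics section gives an unpaired 2-group test on single measures for the whole paper, and does not say how genes were selected. Of the gene identifiers, 28511 are in GENCODE M21 (GRCm38) and 74 are not, so the annotation of the authors differed in part. Coordinates were taken from GENCODE M21, and the symbols from the deposited values. A symbol was used by more than 1 gene identifier in 51 cases. FPKM are scaled by gene length and by mapped fragments, so a library in which a few abundant genes take up more fragments shows lower values for all others. The 10 most abundant genes held between 29.9% and 31.4% of the FPKM sum of each library.

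From the deposited FPKM, log2(FPKM + 0.1) was computed for genes with a mean of at least 0.1 FPKM. Genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. No replicate block was used. Gene lists were tested with limma's camera (preset correlation 0.01) and described by the percentile of their median log2 fold change among 10000 random lists, each gene being replaced by one of its 100 neighbours in mean expression. Such percentiles treat genes as independent. Gene lists named in the paper, pathway lists, marker lists of cell types and of granule, cell cycle and immediate-early response genes, and a list of sex-linked genes were written before the data were examined. Lists for the interferon response, intestinal epithelium, cartilage, MHC class II, neutrophil chemokines and cytokines, and ribosomal proteins were written after the first results were seen. In the first 5 of these, genes already seen to differ were left out. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps.

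Depth was estimated from the steps between low FPKM values of single-exon genes of 200 to 1500 bases, with 95% bootstrap intervals that together run from 29200000 to 33200000 mapped fragments. Fragments per gene are therefore approximate, and exact binomial tests on them cover counting error only. On 5 simulated libraries the step estimate was off by at most 1.1%. Those libraries kept whole reads for a set part of the genes, and their share of values near a step was not matched to the data. The error of the depths given here may therefore be larger. The limma comparison was tested on simulated data with the means of the 17948 genes. Spreads were drawn at random from the distribution that limma fitted, with independent noise for each gene. The 200 changed genes were taken from genes with a mean of at least 1 FPKM. Of those changed by 1.5 or 2 on the log2 scale, 84.7% had an adjusted p under 0.05, with a mean of 9.8 other genes called. Of genes changed by 3 on the log2 scale, 97.1% did. The adjustment is stricter where fewer genes change. Smaller changes and genes below 1 FPKM were not simulated, so these rates do not give the power on the real libraries. In 20 simulations, camera called 20 of 20 lists of 70 genes raised by 0.4 on the log2 scale and 0 of 20 unchanged lists. Of 100 random lists of 15 genes, 6 lay outside the central 95% of matched lists.

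The rule for naming genes was set before the data were examined. It covers *Dhps*, the genes of Figures 4J and 6I, the genes of proteins the paper names under GC7, polyamine genes, the pairs *Lyz1* and *Lyz2* and *Eif5a* and *Eif5a2*, *Dohh*, sex-linked genes, and up to 5 genes with the largest rise and 5 with the largest fall among genes with an adjusted p under 0.05, a mean of at least 1 FPKM and no overlap between genotypes. Of the last group, 1 gene qualified. The alternatives were other pseudocounts, filters, scalings and variance models, a model of each gene alone, a replicate block, leaving out each library, and other thresholds. Tests that need read counts were not run.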

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

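The tests of immediate-early genes, macrophage markers, sex and other splits of the libraries were written before their results were seen. So were the limma tests of the paper's gene lists and pathway lists as sets, and the marker lists described with the processing. The remaining tests in this part and in the other observations were chosen afterwards. All of the signals below concern genes outside those the paper discusses for these libraries. Scaling the libraries by TPM, size factors or quantiles changed the direction of none of the list medians given in this part.

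The gene model *Gm20716* was the 1 gene with an adjusted p under 0.05 (0.024 from limma). It was listed at 0 in both *Dhps fl/fl* libraries and at 5.60 and 5.75 FPKM in the *Dhps ΔLysm* libraries, a mean of 5.68 FPKM. It is a readthrough model on chromosome 2 of GRCm38 (168180986 to 168230364), with 83.1% of its exon bases in *Adnp* and 16.9% in *Dpm1*. These 2 genes, looked up after the values were seen, were lower in *Dhps ΔLysm*, with log2 fold changes of -0.35 for *Adnp* and -0.64 for *Dpm1*. FPKM multiplied by transcript length and summed over the 3 models was 98.4% of its *Dhps fl/fl* level in *Dhps ΔLysm*, and 76.3% without *Gm20716*. A candidate explanation is therefore that reads were assigned to overlapping models differently in the 2 groups, with no change in the region as a whole. A difference in the sex of the pups is excluded, since *Xist*, present in both groups, rose to only 143% of its *Dhps fl/fl* level and to at most 169.5% between single libraries. A real readthrough transcript in *Dhps ΔLysm* cells was not tested and stays open.

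The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were lower in both *Dhps ΔLysm* libraries than in both *Dhps fl/fl* libraries, with a median log2 fold change of -1.08 and between 37.0% and 47.0% of their *Dhps fl/fl* level. *Xist* was higher, with a log2 fold change of 0.50. The paper states that both sexes were used. With equal expression per cell, these ratios would correspond to about 43% male cells in the *Dhps fl/fl* libraries and 19% in the *Dhps ΔLysm* libraries. The estimate rests on *Xist*, and with each library left out it ran from 28% (without *Dhps ΔLysm* replicate 1) to 52% (without *Dhps ΔLysm* replicate 2) in *Dhps fl/fl* and from 13% to 21% in *Dhps ΔLysm*. The sexes of the pups may have differed between groups. The median level of the 4 genes was 43.5% of *Dhps fl/fl*. For most genes, an effect of sex and an effect of genotype cannot be told apart, since every library of one genotype lies on the same side. A higher share of females can lower a gene no further than the Y-linked genes. *Lyz2* lay lower, with single-library ratios of up to 36.4%, against at least 38.4% for *Ddx3y*, 41.0% for *Eif2s3y*, 39.5% for *Kdm5d* and 40.1% for the 4 genes summed. *Uty*, the least abundant of the 4 at 0.19 to 0.60 FPKM, ranged from 31.7% to 43.8% and overlapped *Lyz2*. The summed level argues against sex as the whole cause of the fall of *Lyz2*, by a narrow margin.

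The immediate-early response list, genes induced within minutes of stress or handling, was lower in *Dhps ΔLysm*. Its median log2 fold change was -0.13, with 12 of 14 genes lower, against -0.05 to 0.10 for 95% of matched lists. A list of neutrophil chemokines and cytokines, without the genes seen first and without *Nfkbiz* and *Ptgs2*, had a median of -0.40 with 7 of 7 genes lower. *Tnf*, left out of that list and named after its values were seen, went the other way, with a log2 fold change of 0.49. A candidate explanation for the lower *Arg1*, *Ptgs2*, *Atf3* and *Nfkbiz* is that the cells of the 2 genotypes were activated differently during isolation. The median of -0.13 is what this would give, and an effect of *Dhps* on the same genes in the animal would give it too.

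Marker lists of other cells were higher in *Dhps ΔLysm*. The median log2 fold change was 0.58 for B cell markers (8 of 8 higher), 0.50 for T cell markers (7 of 8), 0.34 for monocyte-macrophage markers (10 of 10), 0.60 for eosinophil markers (6 of 6) and 0.32 for MHC class II genes (6 of 6). Their levels were low: the most abundant were *Ighm* at 41.7 FPKM in *Dhps ΔLysm* and 29.5 in *Dhps fl/fl*, *Trbc2* at 6.8 and 2.54, *Csf1r* at 39.1 and 36.2, and *Siglecf* at 5.2 and 5.06. Neutrophils also express some *Csf1r* and *Siglecf*. A lower share of neutrophils among the sorted cells would raise all lists alike. The erythroid list rose by a median of only 0.11, but the mean log2 levels of its genes in the 2 *Dhps fl/fl* libraries lay at -0.35 and 0.35 around their average, and the platelet list has 4 genes near the detection limit. The T cell list (0.32 and -0.32 in *Dhps fl/fl*) and the eosinophil list (0.29 and -0.29) had nearly the same spread. The T cell list was at 0.63 and 0.35 in *Dhps ΔLysm*, the latter barely above *Dhps fl/fl* replicate 1, and the eosinophil list at 1.02 and 0.56. A lower share of neutrophils and separate changes in these cell types therefore cannot be told apart. The neutrophil primary granule list, markers of early neutrophil stages, had a median of 0.55 with 5 of 5 genes higher, although 0 of the 5 had an unadjusted p under 0.05. Only 1 of the 5 genes separated the genotypes. The summed FPKM of the list was 81.25 and 54.51 in *Dhps ΔLysm* replicates 1 and 2. It was 46.28 and 56.53 in *Dhps fl/fl* replicates 1 and 2, so the summed levels overlapped.

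Transcripts of intestinal epithelium and cartilage were detected. *Alpi*, *Fabp1* and *Apoa1*, named after their values were seen, had log2 fold changes of 1.45, 1.52 and 1.42. Without such genes, the intestinal list had a median of 0.33, with 22 of 31 genes higher, and the cartilage list a median of 0.74, with 9 of 10 higher. The most abundant gene of the intestinal list, *Olfm4*, at 894 FPKM in *Dhps ΔLysm* and 886.7 in *Dhps fl/fl*, is also expressed by neutrophils, and *Col11a2*, the most abundant of the cartilage list, was at 1.99 and 1.66 FPKM. RNA from other tissues may have entered the libraries, but the intestinal list's median of 0.33 hides members that moved apart. *Krt8* was at 8.85 FPKM in *Dhps fl/fl* replicate 1, 0.90 in *Dhps fl/fl* replicate 2, and 2.63 and 1.73 in *Dhps ΔLysm*. Intestinal RNA as the source of the higher *Alpi*, *Fabp1* and *Apoa1* and another source cannot be told apart, because the broad epithelial transcripts varied most between the 2 *Dhps fl/fl* libraries.

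The interferon response list was higher in *Dhps ΔLysm*. Without the genes seen first, its median log2 fold change was 0.30, with 35 of 37 genes higher and 17 with an unadjusted p under 0.05, against -0.06 to 0.08 for 95% of matched lists. Its most abundant gene, *Lgals9*, was at 61.4 FPKM in *Dhps ΔLysm* and 56.1 in *Dhps fl/fl*. The scaling between libraries is excluded as the cause, since the lowest median under the 3 other scalings was 0.27. A hypothesis is that interferon signalling was higher in *Dhps ΔLysm* PMN-MDSCs. Interferon response transcripts from the other cell types above, and the different sex of the pups, may contribute and stay open.

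Nuclear genes of oxidative phosphorylation (OXPHOS) had a median log2 fold change of 0.13, with 62 of 69 genes higher. The set passed limma's camera with a preset correlation (adjusted p = 7.1e-09) but not fry (0.28) or an estimated correlation (0.41). Short genes were higher in *Dhps ΔLysm* in general: among genes of at least 1 FPKM, the fifth with the shortest transcripts had a median of 0.10 and the fifth with the longest -0.06. Lists matched on transcript length as well had a median of 0.09, and the OXPHOS list lay at their percentile 97.9, so the rise beyond length was small. Such percentiles treat genes as independent, and the set did not pass the 2 tests above that allow for correlation. Length bias as the whole cause is therefore not excluded. Ribosomal protein genes had a median of 0.18, so a general shift of short abundant transcripts may account for the rest.

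*Mir27a*, named after its values were seen, was at 35.9% of its *Dhps fl/fl* level in *Dhps ΔLysm*, with 5.06 and 5.22 FPKM against 15.74 and 12.91 (adjusted p = 0.24 from limma, and under 0.05 when only genes with a mean of at least 1 FPKM were tested). Its model has only 87 bases. At the estimated depths its values stand for about 28 fragments in the *Dhps ΔLysm* libraries together and 76 in the *Dhps fl/fl* libraries. These values do not tell a mature microRNA from a longer transcript of the same locus. The neighbouring *Mir23a*, *Mir24-2*, *Gm37352* and *Gm26532* were lower too, and the 5 genes lay between 27.9% and 58.7%. They overlap or adjoin each other, so they are not independent. The cluster lies 862836 bases from *Dhps* on chromosome 8. A broad effect of the modified *Dhps* allele on the region would change its neighbours, but 1 of the 52 other genes within 2000000 bases had an unadjusted p under 0.05, where 3.9 would be found at the rate of all genes of at least 1 FPKM (7.5%). *Gm37352*, with single-library ratios of up to 33.7%, lay below the 40.1% of the summed Y-linked genes, which argues against sex as the whole cause of its fall. The 5 genes summed had ratios from 28.9% to 47.0%, which overlap those of the Y-linked genes, so for *Mir23a*, *Mir27a* and *Mir24-2* sex and genotype cannot be told apart. An effect of genotype on the cluster itself stays open.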

How the results depend on the processing

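The number of genes with an adjusted p under 0.05 was 1 in the main setting and with a pseudocount of 1, size factors, limma without trend, or the added 2-fold threshold. It was 0 with a pseudocount of 0.01, without a filter, and with a model of each gene alone. It was 2 with TPM, quantile normalization or robust limma, where *Lyz2* was added to *Gm20716*, and 4 when only genes with a mean of at least 1 FPKM were tested, where *Lyz2*, *Hnrnpa3* and *Mir27a*, the last 2 named after their values were seen, were added. An unadjusted p under 0.05 with at least a 2-fold change gave 424 genes, 238 higher and 186 lower in *Dhps ΔLysm*. The number of genes with an unadjusted p under 0.05 was 1257, with 819 among genes with a mean of at least 1 FPKM (10629 genes tested), 1216 with a pseudocount of 0.01, 1675 without a filter and 1170 with a model of each gene alone. Of the 1257 genes, 847 were higher in *Dhps ΔLysm*; with TPM it was 628 of 1114 and with limma without trend 761 of 1296. TPM also moved the median log2 fold change over all genes from 0.01 to -0.02. How far this accounts for its count of higher genes, and the cause of the other changes, were not tested. No calls were made with a library left out, since 1 library remains in an arm.

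The replicate numbers are shared by the genotypes. The deviations of same-numbered libraries from their group means had a correlation of -0.057 across genes, so no shared effect of the replicate number was seen. Genes are not independent, so this cannot show that the libraries are unpaired. The legend of Figure 4J calls the animals littermates, but the paper's text does not say which libraries share a litter. With a replicate block, 0 genes had an adjusted p under 0.05 and 1082 an unadjusted p under 0.05, and the sets kept their directions and their side of the threshold.

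The genes of Figure 4J as a set had a median of -0.41. The median kept its sign in every alternative, and lay from -0.53 to -0.39 across the 4 fits that each left out one library. The set was past the threshold with camera under a pseudocount of 1, size factors, and without *Lyz2*. It also was with a filter at 1 FPKM (median -0.33), which left *Arg1* and *Ptgs2* out of the set. It did not pass with fry (median -0.41, adjusted p = 0.083) or with camera and an estimated correlation (median -0.41, adjusted p = 0.41). The OXPHOS nuclear set, with a median of 0.13, likewise did not pass with fry (adjusted p = 0.28) or with camera and an estimated correlation (adjusted p = 0.41). The cause was not tested.

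Each of the 103 values of the 7 genes of Figure 4J under the alternatives stayed below 0. Over the 33 named genes, 346 of 358 values kept their direction and their side of the threshold, 4 became weaker, 4 stronger and 4 reversed. The 4 that became weaker were all *Gm20716* and the 4 that became stronger all *Lyz2*. With TPM, *S100a8* reversed to 0.00 after rounding, *Cd84* to -0.01 and *Slc3a2* to -0.02. The same rescaling moved the median log2 fold change over all genes from 0.01 to -0.02, so these 3 small values moved with the scale. With quantile normalization *Lcn2* reversed to 0.00 after rounding, and the cause was not tested. When each library was left out, 11 genes changed sign, none of them a gene of Figure 4J or *Dhps*.

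Depth limits *Arg1*, with about 7 and 13 fragments per genotype, and *Slc18b1* and *Slc22a3*, which were below a mean of 0.1 FPKM and were not tested. It also limits *Mir27a* (about 28 fragments in *Dhps ΔLysm* and 76 in *Dhps fl/fl*), *Mir23a* (12 and 32) and *Mir24-2* (14 and 45).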

Differences from the paper's values

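The 28 FPKM of Figure 4J in the paper's supporting data values equal the deposited FPKM, so no value differed from the paper's. The legend of Figure 4J calls the 7 genes differentially expressed. With an adjusted p under 0.05 over all genes tested, 0 of the 7 were called here. *Lyz2* was called when only genes with a mean of at least 1 FPKM were tested (adjusted p = 0.0087), with TPM (0.047), with quantile normalization (0.0086) and with robust limma (0.0086). *Lyz2*, *Nfkbiz* and *Trem1* passed when adjusted over the list alone. With an unadjusted p under 0.05, limma called 4 of the 7, *Lyz2*, *Nfkbiz*, *Trem1* and *Ptgs2*, and a linear model of each gene alone called 2, *Lyz2* and *Nfkbiz*. *Arg1* had an unadjusted p under 0.05 only under 1 of the alternatives. *Mertk* and *Atf3* were not called under any alternative.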

Other observations

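*Lyz2* had the lowest log2 fold change of the Figure 4J genes, -1.54. The paper counts it among genes involved in immunosuppressive function, but its locus carries the *Lysm cre* insertion, and *Dhps fl/fl* pups, as the paper names them, lack it. If the insertion lowered *Lyz2*, other granule genes would not fall with it. The log2 fold changes of 13 primary and secondary granule genes ran from -0.02 to 0.59 with a median of 0.13, and 1 of the 13 was lower. They did not all stay level, since the primary granule list had a median of 0.55, although its summed levels overlapped between genotypes. A fall of *Lyz2* without the other granule genes is what an effect of the insertion at this locus would give. Loss of 1 of the 2 alleles in every animal would leave 50% of the level, and *Lyz2* stood at 34.5%, with single-library ratios from 32.7% to 36.4%, so it is excluded as the whole cause under the assumption that both alleles are equal. A mixture of pups with 1 or 2 copies of the insertion, or an added effect of *Dhps*, stays open.

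The number of fragments limits some Figure 4J genes. The lower *Arg1* lies within counting error (exact binomial p = 0.18 on about 7 and 13 fragments). The lower *Atf3* (exact binomial p = 0.029) and *Mertk* (exact binomial p = 0.0029) do not. Nor do *Ptgs2*, *Trem1*, *Nfkbiz* and *Lyz2*, and among these the largest exact binomial p was 3.6e-12. These tests compare the libraries, not the genotypes. Fewer macrophages among the sorted cells are excluded as the cause of the lower *Mertk* and *Arg1*, since *C1qa*, *C1qb*, *C1qc*, *Csf1r* and *Adgre1* were all higher, with a median log2 fold change of 0.50. Of the 3 possible splits of the 4 libraries into 2 against 2, 1, the real one, gave as many genes with an adjusted p under 0.05; the other 2 gave 0, with 627 and 922 genes at an unadjusted p under 0.05 against 1257. With 3 splits, chance and genotype cannot be told apart by this count.

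The paper discusses other genes from adult cells or from cells treated with GC7. Its Figure 6I shows H3K27ac at genes after GC7, and its proteomics gives protein levels after GC7. The values here are RNA levels compared between genotypes, a different measure, so they neither reproduce nor contradict those results. In the *Dhps ΔLysm* and *Dhps fl/fl* libraries, the genes of Figure 6I had a median log2 fold change of 0.03 (adjusted p = 0.95 from limma's camera). *S100a8* had 0.03, *S100a9* 0.10, *Stat6* 0.08, *Cd84* 0.02, *Tgfb1* 0.05 and *Ptges* -0.03, and *Atf3*, which is in both figures, is given at Figure 4J. The genes of proteins named under GC7 had a median of 0.11 (adjusted p = 0.15), with *Nfu1* at 0.12, *Lcn2* at 0.15, *Mmp8* at 0.12, *Suclg1* at -0.01 and *Dld* at 0.06. *Nfu1* was at 10.92 and 11.22 FPKM in *Dhps ΔLysm* and at 10.09 and 10.24 FPKM in *Dhps fl/fl*. Under GC7 the paper reports less NFU1 protein and no detected change of its mRNA. Polyamine genes had a median of 0.08 (adjusted p = 0.83), with *Odc1* at 0.18, *Srm* at 0.09, *Sms* at -0.02, *Slc3a2* at 0.02, *Eif5a* at 0.08 and *Dohh* at 0.21. *Eif5a2* was at or below 0.19 FPKM in every library. The tricarboxylic acid cycle genes had a median of 0.03 with 15 of 20 higher (adjusted p = 0.58), and the mitochondrially encoded OXPHOS genes 0.09 with 12 of 13 higher (adjusted p = 0.13).

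Of the remaining marker lists, the neutrophil secondary granule list had a median log2 fold change of 0.10, the mature neutrophil list 0.13, the cell cycle list 0.00, the erythroid list 0.11, the platelet list -0.09 and the NK cell list -0.09, the last over only 2 genes. Each lay within the central 95% of lists matched on mean expression. With transcript length matched too, the mature neutrophil list lay at percentile 98.8, and the others within the central 95%.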
